# Genomic and transcriptomic analyses of *Citrus sinensis* varieties provide insights into Valencia orange fruit mastication trait formation

**DOI:** 10.1038/s41438-021-00653-5

**Published:** 2021-10-01

**Authors:** Guizhi Feng, Xiu Ai, Hualin Yi, Wenwu Guo, Juxun Wu

**Keywords:** Natural variation in plants, Plant development

## Abstract

Valencia orange (*Citrus sinensis* Osbeck) (VO) is a type of late-ripening sweet orange whose ripening occurs 4 to 5 months later than that of the mid-ripening common sweet orange (CO). Notably, the mastication trait of VO fruit is inferior to that of CO fruit. To date, how inferior pulp mastication trait forms in VO has not been determined. In this study, 13 VO varieties and 12 CO varieties were subjected to whole-genome resequencing. A total of 2.98 million SNPs were identified from 25 varieties, and a SNP molecular marker was developed to distinguish VO and CO. Moreover, 144 and 141 genes identified by selective sweep analysis were selected during VO and CO evolution, respectively. Based on gene functional enrichment analysis, most of the selected VO genes were related to the stress response and lignin biosynthesis. Simultaneously, we comparatively analyzed the transcriptome profiles of peel and pulp tissues among three VO varieties and three CO varieties, and the results demonstrated differences in lignin biosynthesis between VO and CO fruits. Furthermore, coexpression network analysis was performed to identify hub genes of lignin-related and variety-specific networks, which included *CsERF74*, *CsNAC25*, *CsHSFB3*, *CsSPL4/13*, etc. Overall, this study provides important insights into the mastication trait formation of Valencia orange fruit.

## Introduction

Sweet orange (*Citrus sinensis* Osbeck) is widely cultivated worldwide and has various varieties. Valencia oranges (VOs) constitute an important group of natural late-ripening sweet orange varieties, whose maturation stage is delayed by 4–5 months compared to that of other common sweet orange (CO) varieties^1^. Fruit mastication trait is an important index for evaluating citrus fruit quality and directly influences the quality of fruit commodities. It is known that the mastication trait of VO fruit is inferior, which greatly affects its quality. However, the regulatory mechanism underlying the formation of VO fruit mastication trait is unclear.

The mastication trait of citrus fruit is related to dietary fiber properties of the fruit pulp, which are related to cell wall metabolism. Pectin, cellulose, and lignin are important components of the cell wall^2,3^. Many enzymes play roles in cell wall metabolism; these enzymes include polygalacturonase (PG), pectin methyl esterase (PME) and lignin biosynthesis-related genes (PALs, C4Hs, 4CLs, CCoAOMTs, CADs, etc.)^4^. Many studies have shown that the accumulation of lignin in fruit can affect fruit texture and quality. Lignin is deposited in large amounts in the peel and flesh of pear, resulting in the formation of rough-textured flesh^5^. Under 0 °C storage conditions, the accumulation of lignin in peach fruit diminishes their taste^6^. In citrus, the accumulation of lignin can reduce the water in juice cells and further lead to fruit granulation, which causes inferior fruit mastication trait^7^. In addition, lignin plays essential roles in supporting plants, water transport, and resistance to external stress factors (e.g., cold stress)^8–11^.

Lignin is biosynthesized through the phenylpropane metabolic pathway, which includes three main processes: biosynthesis, transport, and polymerization of monoxylin^12^. Several key metabolic genes have been identified in the phenylpropane metabolic pathway, such as *PAL*, *C4H*, *4CL*, *CCoAOMT*, *CCR*, *F5H,* and *CAD*^4^. Plant lignin consists mainly of G, S, and H units, among which gymnosperm lignin is composed mainly of G and H units, and dicotyledonous angiosperm lignin is composed mainly of G and S units^13^. In general, cell walls undergo lignification during plant stress^14^. Several studies have shown that salt stress^15^, boron deficiency stress^16^, and cold stress^17^ enhance lignin production.

Selective sweep analysis is used to identify footprints of species that have experienced strong positive natural or artificial selection during evolution^18,19^. A population differentiation (*F*_*st*_) and nucleotide diversity level (θ_π_) based cross approach has been shown to be very effective for detecting selective elimination regions, especially when functional regions closely related to the living environment are mined, and the two approaches can jointly identify strong selection signals, which facilitates the screening of target genes^20^. This approach has been applied to numerous organisms (including both plants and animals) to study the footprints of positive selection in genomes. For instance, *F*_*st*_ and θ_π_ have been used to detect selective signals during grapevine domestication, and nine selective sweep genomic regions were identified^21^. Similarly, selective sweep analysis revealed the genomic regions of Berkshire, a native European pig, related to disease resistance, pork production, fertility, tameness and body length^22^. Moreover, several studies have shown that the identification of genomic region selection signatures is an effective approach associated with horticultural traits of fruit species (e.g., grape^21^, citrus^23^, pear^24^, and peach^25,26^).

In this study, 13 VO varieties and 12 CO varieties were sampled for genome resequencing, and three VO varieties and three CO varieties were subjected to RNA-seq analysis. Genomic and transcriptomic analyses were integrated to provide insights into VO fruit mastication trait formation.

## Results

### Detection of genetic variations in VOs and COs

A total of 25 sweet orange varieties (13 VOs and 12 COs) were selected for genome resequencing. The 25 varieties are different among each other in terms of fruit size, fruit color, number of seeds, maturity, and place of origin, among other characteristics (Supplementary Table S1). Genome resequencing was performed with an average depth of 14 ± 3× and an average genome coverage of 95 ± 3% (Supplementary Table S1). A total of 2.98 million SNPs were identified in the 25 varieties. Most SNPs (52.4%) were distributed in intergenic regions (Supplementary Fig. S1, Supplementary Table S2). A neighbor-joining tree was constructed to visualize the pairwise genetic distances of VOs and COs, which revealed that VOs and COs could obviously be divided into two groups (Fig. 1a). Subsequently, principal component analysis (PCA) showed that most of the samples fell in the two clouds, but three samples (CO10, VO1, and VO4) were distant from the others (Fig. 1b).

**Fig. 1:**
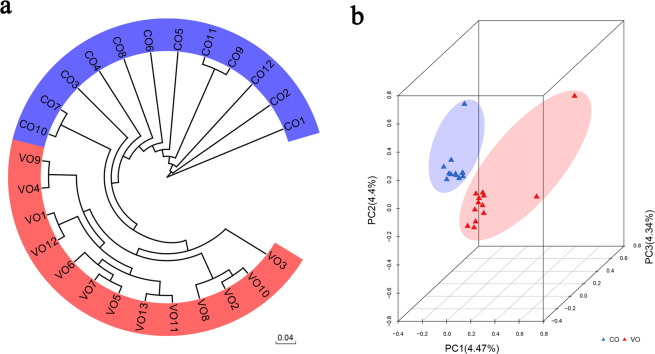
Analysis of the population genetic diversity of 25 sweet orange varieties. **a** Neighbor-joining tree of all the varieties, constructed using SNP resequencing data. Scale bar: 0.04. **b** 3D scatter plot of 25 varieties according to individual SNP differences via principal component analysis (PCA). The two shaded areas show the different subgroups: red corresponds to VOs, and blue corresponds to COs

### Genome-wide molecular footprints of selections

To detect the genomic molecular footprints left by natural and artificial selection, 25 cultivated accessions (13 VOs and 12 COs) representing the major varieties of VOs and COs were selected for population analysis. As shown in Supplementary Fig. S2a, the Tajima’s D values of VO and CO were both far from zero, which indicated that both the VO and the CO groups were subjected to positive selection (including balancing selection and directional selection). According to an analysis of linkage disequilibrium (LD), the LD decay distance of VO was very close to that of CO (Supplementary Fig. S2b). Selective sweep analysis was then used to identify the selected regions of the genome^27^. An approach based on *F*_*st*_ and θ_π_ values was used to identify the selective sweep regions in the VO and CO genomes. As shown in Fig. 2a, 29 and 105 selective sweep regions with significant signals were identified within CO and VO, respectively.

**Fig. 2:**
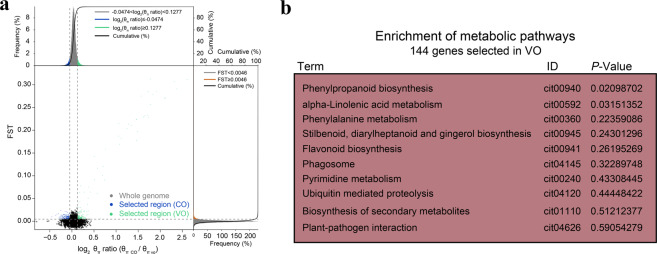
Selective sweep genomic regions and functional analysis of selected genes. **a** Distribution of θ_π_ ratios (log_2_θ_π_, CO/log_2_θ_π_, VO) and *F*_*st*_ values. The horizontal and vertical dashed lines mark the regions in the top 5% of *F*_*st*_ values and θ_π_ ratios, respectively. The blue points represent selected regions in the CO genome, and the green points represent selected regions in the VO genome. **b** Top 10 enriched KEGG pathways of selected genes from VO

Among the COs, 141 genes were contained in the 29 selected regions. Of these genes, 14 disease resistance proteins, 3 myrcene synthases, and 8 leucine-rich repeat- containing proteins were identified (Supplementary Table S4). The set of these genes was related mainly to positive regulation, stimulus response, and defense response (Supplementary Fig. S3a; Supplementary Table S5). According to the results of the KEGG enrichment analysis, there were no enriched pathways (Supplementary Table S6).

In the VOs, 144 genes were identified from 105 selected regions. These regions harbored 15 disease resistance proteins, 2 probable WRKY transcription factors, and 10 leucine-rich repeat-containing proteins. Notably, 6 phenylpropanoid biosynthesis-related genes, such as caffeic acid 3-O-methyltransferase (e.g., orange1.1t05218, Cs5g24980, and Cs5g19020) and caffeoyl-CoA O-methyltransferase (Cs1g22450), were identified in VO (Supplementary Table S4). The set of these 144 genes was related mainly to lignin biosynthesis, defense response, stimulus response, and developmental regulation (Supplementary Fig. S3b). Furthermore, several enriched pathways were identified in VOs, including the ‘phenylpropanoid biosynthesis’ and ‘alpha-linolenic acid metabolism’ pathways (Fig. 2b; Supplementary Table S6). Taken together, these results indicated that lignin metabolism-related genes may contribute to the physiological differences between VOs and COs.

### Transcriptome profiles revealed differential regulation in VO and CO fruits

To further explore the differences in the molecular regulation between VO and CO, we performed a comparative fruit transcriptome analysis of three VO varieties (Cutter Valencia orange, Delta Valencia orange and Rohde Red Valencia orange) and three CO varieties (Jincheng orange, Taoye orange, and Xianfeng orange), which are typical representative varieties of VO and CO, respectively. The fruits of these six sweet orange varieties were collected, which includes two tissue types (peel and pulp), at 220 days after flowering (DAF). Data for a total of 36 transcriptomes were obtained from 12 samples (three biological replicates per sample) (Supplementary Table S7). 

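Peel and pulp of each of the 6 varieties were sequenced in 3 libraries per variety and tissue, so that CO peel, VO peel, CO pulp and VO pulp were each represented by 9 libraries from fruits at 220 DAF. The deposited table gave the expression of 29654 genes in the 36 libraries as FPKM, a measure scaled by gene length and by the mapped fragments of the library. The steps between the FPKM values of a library gave its number of mapped fragments, and every value equalled a whole number of fragments within 0.02. The libraries held 14.8 M to 18.8 M mapped fragments, with medians of 16.2 M in CO peel, 16.1 M in VO peel, 16.4 M in CO pulp and 16.9 M in VO pulp. Between 16880 and 17098 genes reached 0.3 FPKM in a CO peel library and between 17159 and 17297 in a VO peel library. In pulp these ranges were 15731 to 15872 genes in CO and 15974 to 16172 genes in VO. The paper's Table S7 gave RNA integrity numbers of 9.6 to 10 in CO peel and 7.9 to 9.6 in VO peel. Its medians in pulp were 9.4 in CO and 9.5 in VO. In peel, RNA integrity therefore differed together with the variety group. For the difference between the CO and VO groups, the 3 libraries of a variety were averaged on the log2 scale and the variety was taken as the replicate (n = 3 CO varieties and 3 VO varieties). Where nothing else is said, p-values therefore measure the spread between these varieties. Differences were tested with limma, and a gene was called at an adjusted p under 0.05. Fold changes are given on the log2 scale as VO relative to CO. Gene functions were taken from the descriptions in the deposited table, which name the closest match among proteins of other species. According to the paper's methods, fruits of the COs were mature at this date and fruits of the VOs were at the coloring stage, so variety group and maturity changed together in every comparison.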

A correlation dendrogram and PCA illustrated good global relationships among different CO/VO groups and peel/pulp tissues (Supplementary Fig. S4a, b).

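Peel and pulp formed the main division among the 36 libraries, and CO and VO were divided within each tissue. Over 18953 genes, the first principal component held 57.7% of the variance, with peel libraries between -93.05 and -64.9 and pulp libraries between 67.7 and 91.1. The second component held 15.0% and was negative in every CO library and positive in every VO library. In each tissue alone, the first component divided CO from VO and held 46.2% of the variance in peel and 50.1% in pulp. Taoye lay farthest from the other varieties on the second component of each tissue, which held 13.9% in peel and 13.8% in pulp. The mean Pearson correlation across genes was 0.985 in peel and 0.987 in pulp between libraries of the same variety. It was 0.972 and 0.974 between varieties of the same group, 0.943 and 0.944 between CO and VO varieties, and 0.870 between peel and pulp. These correlations run across genes, which are not independent replicates. In paired differences over the 6 varieties, 3863 genes were higher in pulp and 8828 higher in peel at an adjusted p under 0.05 from limma. These counts come from FPKM not scaled further between tissues of unlike composition. The 10 genes with the most fragments took 6.5% to 7.6% of the fragments in pulp libraries and 4.6% to 5.2% in peel libraries, so the balance of the counts may depend on scaling.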

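Genes of an aquaporin and of endochitinases stood among the largest rises in VO peel, and genes of a lipid transfer protein and of cutin formation among those in VO pulp. In peel, the aquaporin PIP2-7 gene Cs8g02530 rose from 0.365 ± 0.176 FPKM in CO to 8.76 ± 1.31 FPKM in VO (SD, n = 3 varieties), a log2 fold change of 4.34 (standard error 0.27, adjusted p = 7.9e-04). The endochitinase gene Cs8g01850, of a family that splits chitin of fungal walls, rose in both tissues, from 3.06 ± 0.944 to 57.6 ± 60.7 FPKM in peel and from 0.154 ± 0.0389 to 18.4 ± 11.6 FPKM in pulp. In peel Delta Valencia had 127 FPKM, Cutter Valencia 28.6 FPKM and Rohde Red Valencia 16.8 FPKM, and the log2 fold change of Cs8g01850 was 3.69, with 2.84 without Delta Valencia and a call lost without Xianfeng (adjusted p = 0.0615). In pulp, a nonspecific lipid transfer protein gene (Cs6g09950) rose from 0.341 ± 0.305 to 19.5 ± 9.25 FPKM, and the gene of the BAHD acyltransferase DCR (Cs9g17800), which acts in cutin formation, rose from 0.295 ± 0.210 to 11.3 ± 2.74 FPKM. The cysteine proteinase inhibitor 5 gene Cs3g05800 fell in VO peel from 7.39 ± 0.806 to 0.0139 FPKM, a log2 fold change of -6.09 (standard error 0.18, adjusted p = 1.4e-04). Linamarin synthase 2 (Cs1g19730) fell in VO pulp from 10.9 ± 2.23 to 0.527 ± 0.164 FPKM. Between the groups, 3740 of 18375 genes tested in peel were called by limma, 2426 higher and 1314 lower in VO. In pulp 3358 of 17222 genes were called, 2069 higher and 1289 lower in VO. All 3 VO varieties lay on the same side of all 3 CO varieties for 41.7% of the genes in peel and 42.7% in pulp. Chance gives 10% if the 6 varieties are independent of each other. The paper's tree places VOs and COs in separate genetic groups, so shared descent cannot be told apart here from other differences between the groups. A stricter count took each VO variety against each CO variety and kept genes with an adjusted p under 0.05, an absolute log2 fold change of at least 1 and the same sign in all 9 comparisons. There the libraries were the replicates, so these p-values measure the spread between libraries of a variety and leave out the spread between varieties. It held 516 genes in peel, 300 higher and 216 lower in VO, and 652 genes in pulp, 444 higher and 208 lower. Single comparisons gave 1656 genes (Delta Valencia and Jincheng) to 2392 genes (Delta Valencia and Taoye) in peel and 1793 (Cutter Valencia and Xianfeng) to 2532 (Rohde Red Valencia and Jincheng) in pulp. Over 16759 genes tested in both tissues, 856 were higher in VO in both, against 256.8 for independent lists, and 465 were lower in both, against 92.0. Both tissues came from the same 6 varieties, so the lists share the differences between varieties, and a larger overlap than that of independent lists is no evidence of a group effect by itself. The peel libraries of the groups also differed in RNA integrity, with medians of 9.8 in CO and 9.3 in VO. Leaving out Xianfeng, Rohde Red Valencia, Cutter Valencia or Jincheng lowered the number of called genes in peel to 1527, 1719, 2227 and 2272, and leaving out Rohde Red Valencia, Delta Valencia, Jincheng or Cutter Valencia lowered it in pulp to 1320, 1343, 2041 and 2217.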

As shown in Fig. 3a, c, 544 and 685 differentially expressed genes (DEGs) were identified in peel and pulp tissue, respectively, by pairwise comparison of CO and VO samples. Then, several DEGs were randomly selected to verify their expression via qRT-PCR, the results of which were in accordance with the RNA-seq results (Supplementary Fig. S4c). 

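Of the 11 genes shown in Fig. S4c, 2 were higher and 8 lower in VO peel, and 3 were higher and 7 lower in VO pulp, by limma over all genes. Adjusted over the list alone, 3 were higher and 8 lower in peel, and 3 higher and 7 lower in pulp. The study picked these genes from its own differential genes, so the counts are not independent evidence of a direction. Ferredoxin-2 (Cs3g03670), an electron carrier of photosynthesis, rose from 28.6 ± 6.57 to 112 ± 18.1 FPKM in peel (SD, n = 3 varieties) and from 27.8 ± 3.13 to 79.3 ± 7.77 FPKM in pulp. The cold and drought-regulated CORA-like gene Cs4g09550 rose from 169 ± 22.1 to 527 ± 65.7 FPKM in peel and from 1.37 ± 0.565 to 7.91 ± 3.23 FPKM in pulp. Germacrene D synthase (Cs5g12900), which forms a sesquiterpene, fell from 62.8 ± 8.59 to 9.79 ± 2.72 FPKM in peel, and fell by 2.47 on the log2 scale to 13.7 ± 0.519 FPKM in pulp. The cinnamoyl-CoA reductase-like gene Cs4g02410 fell by 1.35 on the log2 scale in peel (adjusted p = 0.0019) and by 1.70 in pulp (adjusted p = 0.0019). The trypsin inhibitor gene Cs9g15430 fell from 29.0 ± 3.25 to 2.86 ± 2.32 FPKM in peel and rose from 0.633 ± 0.198 to 7.93 ± 5.05 FPKM in pulp, and the difference between the tissues passed limma's test (adjusted p = 0.021). The caffeoyl-CoA O-methyltransferase gene Cs1g22450 was not called in either tissue, with log2 fold changes of 0.34 in peel (adjusted p = 0.090) and 0.29 in pulp (adjusted p = 0.22). It was called in both tissues with the replicate number as a block and the libraries as replicates, with adjusted p of 2.8e-10 in peel and 0.0016 in pulp, and in peel also with duplicateCorrelation (adjusted p = 0.0010). The replicate block leaves out the spread between varieties and called most genes of each tissue. A call by it alone, here and below, is weak evidence of a group difference. The qRT-PCR values of Fig. S4c were not analysed here.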

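Thylakoid genes in peel and lignin genes in pulp were mostly higher in VO. Of 27 thylakoid membrane genes that the study lists among its peel genes, 22 were higher and 5 lower in VO peel. ELIP1 (Cs9g07670), an early light-induced protein of the thylakoid, fell from 504 ± 208 FPKM in CO peel to 78.6 ± 30.9 FPKM in VO peel (SD, n = 3 varieties). Red chlorophyll catabolite reductase (Cs1g22680), an enzyme of chlorophyll breakdown, fell from 18.4 ± 3.67 to 1.34 ± 0.166 FPKM. In pulp ELIP1 was higher in VO, with 14.6 FPKM in CO and 67.5 FPKM in VO, and the difference between the tissues passed limma's test (adjusted p = 0.028). Its call in pulp was lost without Jincheng, Taoye, Xianfeng or Cutter Valencia (adjusted p 0.0529 to 0.0965). Lipoxygenase 2-1 (orange1.1t04376), which oxidizes polyunsaturated fatty acids, fell in VO peel from 186 to 39.4 FPKM. The alkane-forming gene CER1 (Cs1g02760) fell from 36.4 ± 11.3 to 3.18 ± 0.324 FPKM in peel, a log2 fold change of -3.44 (standard error 0.21, adjusted p = 7.1e-04). Of 15 lignin biosynthesis genes that the study lists for pulp, 13 were measured there, and 10 were higher and 3 lower in VO pulp. The same list gave 5 higher and 3 lower of 12 measured genes in peel (7 higher and 4 lower adjusted over the list alone). As the study chose these lists on the same samples, neither their counts nor tests of the lists are independent evidence of a direction. In limma's camera test against all other genes, the thylakoid list had an adjusted p of 3.5e-06 in peel (adjusted p = 0.37 with an estimated correlation). The VO peel libraries had the lower RNA integrity, so this changed together with the group. The lignin list had an adjusted p of 0.0031 in pulp (adjusted p = 0.16 with an estimated correlation). Markers of cuticle and epidermis also moved in pulp, with 10 higher and 1 lower of 20 genes (camera adjusted p = 0.011, and adjusted p = 0.17 with an estimated correlation). Vascular and segment membrane markers had 3 higher and none lower of 12 genes there and did not pass camera (mean log2 fold change 0.77, camera adjusted p = 0.12). Their log2 fold change was positive for 9 of the 12. They passed limma's fry, which tests whether the genes of a list move on balance in a single direction (adjusted p = 0.0033).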

Subsequently, GO enrichment analysis revealed that ‘response to stimulus’ and ‘lipid metabolic process’ were enriched in the peel, whereas ‘response to stimulus’ and ‘phenylpropanoid biosynthetic process’ were enriched in the pulp (Supplementary Fig. S5a and b). Moreover, KEGG enrichment analysis revealed that ‘plant hormone signal transduction’, ‘carotenoid biosynthesis’ and ‘fatty acid biosynthesis’ were enriched in the peel, whereas ‘phenylpropanoid biosynthesis’ and ‘flavonoid biosynthesis’ were enriched in the pulp. 

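In the study's carotenoid list of each tissue, a 9-cis-epoxycarotenoid dioxygenase (NCED1) gene and a zeta-carotene desaturase gene (Cs3g11040) fell in VO, and abscisic acid 8'-hydroxylase genes 3 and 4 rose. NCED1 cleaves carotenoids on the way to abscisic acid, and both of its listed genes fell in VO peel. Cs5g14370 fell from 63.8 ± 10.6 to 7.72 ± 5.51 FPKM and Cs2g03270 from 86.1 ± 26.4 to 10.2 ± 2.67 FPKM (SD, n = 3 varieties). In VO pulp they fell from 94.3 ± 3.85 to 12.8 ± 4.93 FPKM and from 119 ± 29.8 to 16.4 ± 4.82 FPKM. Abscisic acid 8'-hydroxylase 3 (Cs3g23530), which inactivates the hormone, rose from 1.41 to 6.87 FPKM in peel and from 0.797 to 5.77 FPKM in pulp. Among 12 hormone signal genes in peel, 9 were higher and 3 lower in VO. The auxin-responsive gene IAA13 (Cs9g09120) rose from 2.04 to 10.2 FPKM, and the protein phosphatase 2C 8 gene (Cs9g18020) fell from 63.0 ± 2.60 to 21.3 ± 3.81 FPKM. Of 4 fatty acid biosynthesis genes, 2 were higher and 2 lower in VO peel, and a ketoacyl-ACP synthase II gene (Cs1g17060) was among the lower with 0.765 and 0.0697 FPKM. In pulp, 5 of 6 flavonoid genes rose and 1 fell. Chalcone synthase 2 (Cs2g14720), the entry enzyme of flavonoid formation, rose from 0.758 ± 0.718 to 8.44 ± 0.334 FPKM, a log2 fold change of 3.69 (standard error 0.54, adjusted p = 0.0067), and chalcone isomerase (Cs7g28130) rose from 0.621 ± 0.160 to 3.61 ± 0.929 FPKM. Photosynthesis genes rose in both tissues. In peel, 8 of 8 rose in VO, among them plastocyanin (Cs3g26730) from 5.59 ± 2.01 to 35.8 ± 6.80 FPKM, and 6 of 7 carbon fixation genes rose and 1 fell, with GAPA (Cs2g14940) rising from 4.48 ± 1.36 to 36.8 ± 10.6 FPKM. In pulp, 11 of 11 photosynthesis genes and 5 of 5 antenna protein genes rose, with CP24 (orange1.1t03504) rising from 0.311 ± 0.244 to 5.52 ± 1.15 FPKM. Of 11 hormone signal genes in pulp, 8 were higher and 3 lower, and the stilbenoid list had 5 higher and 1 lower of 6. Cutin and wax genes had 1 higher and 3 lower of 4 in each tissue, and carotenoid genes 2 higher and 2 lower of 4 in each tissue. These lists were chosen by the study from its own differential genes, so neither their counts nor their camera tests are independent evidence. All of them gave the same counts adjusted over the list alone. Camera gave adjusted p of 2.7e-06 for photosynthesis, 3.3e-04 for carbon fixation, 0.027 for hormone signal and 0.021 for cutin and wax in peel. Each of these 4 had an adjusted p of 0.37 with an estimated correlation. In pulp the adjusted p were 1.8e-09 for photosynthesis, 3.9e-05 for antenna proteins, 0.0044 for flavonoids, 0.0031 for stilbenoids and 0.035 for hormone signal (adjusted p = 0.12 for the first 4 and 0.16 for hormone signal with an estimated correlation). The carotenoid lists in both tissues, fatty acids in peel and cutin in pulp did not pass it. In peel the VO libraries were also those with the lower RNA integrity numbers, and in pulp the cuticle and epidermis markers given above moved with the group.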

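In pulp, 14 of the 16 genes that the study assigns to phenylpropanoid biosynthesis among its pulp genes were measured, and 11 of them were higher and 3 lower in VO. Cinnamyl alcohol dehydrogenase 6 (Cs3g26570), which reduces aldehydes to lignin monomers, rose from 0.0598 FPKM in CO pulp to 1.58 ± 1.06 FPKM in VO pulp (SD, n = 3 varieties), a log2 fold change of 3.19 (adjusted p = 0.011). A shikimate O-hydroxycinnamoyltransferase gene (Cs4g02380) rose from 0.0909 to 0.995 FPKM, and another (Cs4g01930) fell from 1.67 to 0.566 FPKM. Peroxidase 16 (Cs4g03740), of a family that couples lignin monomers, fell from 5.61 ± 3.80 to 0.245 ± 0.234 FPKM, a log2 fold change of -3.93 (adjusted p = 0.019), and was not called without Jincheng, Cutter Valencia or Rohde Red Valencia (adjusted p 0.0576 to 0.0733). The gene Cs5g24950, which matches an anthranilate N-methyltransferase, fell from 12.2 ± 5.03 to 1.16 ± 0.580 FPKM (adjusted p = 0.0032). In peel the same list had 6 higher and 3 lower of 14 measured genes by limma over all genes, and 7 higher and 4 lower adjusted over the list alone. The list was chosen by the study on these samples, so neither its counts nor its camera test are independent evidence of the direction. The camera test of the list gave an adjusted p of 4.2e-04 in pulp (adjusted p = 0.16 with an estimated correlation) and 0.51 in peel. The cuticle and epidermis markers given above moved in the same pulp samples, where the vascular markers did not pass camera but passed fry (adjusted p = 0.0033). RNA integrity was lower in VO peel.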

Importantly, most genes in the ‘phenylpropanoid biosynthesis’ pathway were upregulated in VOs (Fig. 3b, d). Taken together, these results indicated that these genes may contribute to the accumulation of lignin in the pulp of VOs, which may result in inferior fruit mastication trait of VOs.

**Fig. 3:**
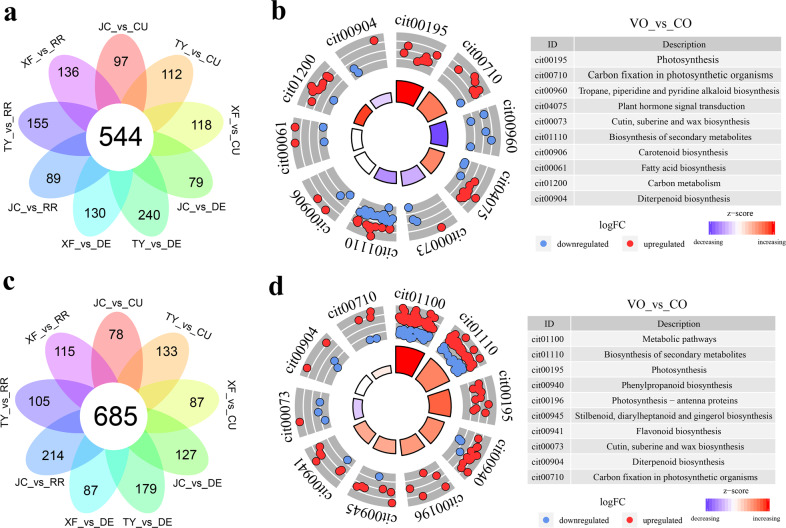
Identification and functional enrichment of DEGs between VO and CO. Flower plot diagrams of DEGs in the peel (**a**) and pulp (**c**) between VO and CO. In all subsequent figures, TY means Taoye orange, JC means Jincheng orange, XF means Xianfeng orange, CU means Cutter Valencia orange, DE means Delta Valencia orange, and RR means Rohde Red Valencia orange. KEGG pathway enrichment analysis of DEGs in the peel (**b**) and pulp (**d**). logFC means log_2_ (ReadCount_ VO/ReadCount _CO)

### Coexpression network analysis reveals regulatory programs involved in lignin metabolism

Coexpression networks were constructed using the WGCNA package^28^ based on the RNA-seq data. 

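Genes with a mean of at least 0.3 FPKM over the 36 libraries numbered 17134. Counted in other ways, 13796 genes reached 0.3 FPKM in every library, 18953 in at least 3 libraries and 19956 in at least 1 library. By the means of a variety and tissue, 14429 genes reached it in every one of the 12 combinations and 18838 in at least 1. These genes included phenylpropanoid genes from every enzyme group of Table S8. Co-expression modules were not computed here, and the lignin contents were not analysed here.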

After excluding genes with low expression (FPKM < 0.3), a total of 16,328 genes were categorized into 18 modules (Supplementary Fig. S6a, b).

We evaluated the correlations between gene modules and the lignin content using WGCNA. Lignin was highly correlated with the blue module (R^2^ = 0.85, *P* = 5e-4) (Fig. 4a). The genes of the blue module were significantly upregulated in the pulp of VOs and were mainly enriched in ‘lignin biosynthetic process’ and ‘response to cold’ processes (Fig. 4b; Supplementary Fig. S7a). In addition, two CO- and VO-specific modules (red, 416 genes; brown, 1,490 genes) were further analyzed (Fig. 4d, f). 

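Several cell wall and phenylpropanoid genes of the blue module's lignin list rose in VO pulp. Of the 17 genes that Table S5 lists for lignin biosynthesis in this module, 7 rose and 1 fell in VO pulp, over all genes and adjusted over the list alone. Chitinase-like protein 1 (Cs5g24680), which takes part in cellulose formation, rose from 130 ± 20.6 to 284 ± 42.1 FPKM (SD, n = 3 varieties), a log2 fold change of 1.13 (standard error 0.16, adjusted p = 0.0059). The hydroquinone glucosyltransferase gene Cs2g14250 rose from 1.55 ± 0.837 to 6.83 ± 0.736 FPKM, and Cs5g16860 rose from 2.38 ± 0.644 to 9.37 ± 0.578 FPKM. A glycine-rich RNA-binding protein gene (Cs8g06360), which is not an enzyme of lignin formation, fell from 428 ± 29.5 to 317 ± 17.9 FPKM (adjusted p = 0.030). It was not called without any single variety other than Xianfeng, with adjusted p of 0.0555 to 0.123. In peel, 15 of the 17 genes were measured, of which 3 were higher and none lower in VO, and 5 were higher and 1 lower adjusted over the list alone. RNA integrity was lower in VO than in CO peel. Cuticle and epidermis markers, with the counts given above, moved in the same pulp samples. The vascular markers did not pass camera there but passed fry (adjusted p = 0.0033). Camera gave the list an adjusted p of 0.0016 in pulp (adjusted p = 0.25 with an estimated correlation) and 0.79 in peel. The study placed these genes in the module from the same libraries, so neither counts nor camera are independent evidence of their direction. The full membership of the modules was not used here.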

The two sets of genes from the red and brown modules were subjected to GO term enrichment analysis (Supplementary Table S5). The genes of the red module were significantly enriched in the biological processes ‘response to abscisic acid’ and ‘response to oxidative stress’ (Supplementary Fig. S7b). 

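In the red module, more of the abscisic acid response genes fell than rose in VO. Of its 17 genes for this response in Table S5, 8 fell and 1 rose in VO peel (10 fell and 1 rose adjusted over the list alone), and 6 fell and 1 rose in VO pulp (7 fell and 1 rose adjusted over the list alone). The NAC72 gene Cs1g06760, a stress-responsive transcription factor, fell from 313 ± 99.9 to 74.1 ± 27.8 FPKM in peel (SD, n = 3 varieties) and from 268 ± 51.0 to 90.6 ± 14.6 FPKM in pulp. The homeobox gene ATHB-7 (orange1.1t02547) fell from 21.6 to 4.82 FPKM in peel and from 20.6 to 8.83 FPKM in pulp. Its call in peel was lost without Rohde Red Valencia (log2 fold change -1.85, adjusted p = 0.0544). Of 8 cold response genes of the module, 5 fell in VO peel (6 adjusted over the list alone) and 1 fell in VO pulp. Galactinol synthase 2 (Cs3g15460), which starts raffinose formation, fell in peel from 50.5 ± 5.66 to 27.2 ± 4.02 FPKM. In peel, camera gave adjusted p of 1.5e-04 for abscisic acid and 1.7e-04 for cold (adjusted p = 0.042 for each with an estimated correlation). In pulp the values were 0.0065 and 0.037 (adjusted p = 0.25 for each with an estimated correlation). The module was built on these libraries, so neither the counts nor the camera tests are independent evidence. RNA integrity also differed between the groups in peel, with lower values in VO.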

In the brown module, genes were significantly enriched in the ‘response to cold’, ‘response to wounding’ and ‘lignin biosynthetic process’ biological processes (Supplementary Fig. S7c).

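Wounding and lignin genes of the brown module were mostly higher in VO pulp. Of its 8 lignin biosynthesis genes in Table S5, 6 rose and 1 fell in VO pulp (7 rose and 1 fell adjusted over the list alone), and 4 rose and none fell in peel (7 and 1 adjusted over the list alone). Markers of vascular and segment membrane tissue moved with them in peel, with 6 of 16 higher and 1 lower in VO (camera adjusted p = 0.020, and adjusted p = 0.53 with an estimated correlation), and the VO peel libraries had the lower RNA integrity. Cinnamyl alcohol dehydrogenase 9 (Cs1g04910) rose in pulp from 0.343 ± 0.119 to 3.20 ± 1.68 FPKM (SD, n = 3 varieties), and orange1.1t00471 rose from 2.82 ± 0.668 to 11.1 ± 2.68 FPKM. In peel the call of Cs1g04910 (log2 fold change 0.86, adjusted p = 0.049) was lost without any single variety other than Taoye, with adjusted p of 0.058 to 0.141. Of 18 wounding genes, 11 rose and 2 fell in pulp (13 and 4 adjusted over the list alone), and 9 rose and 5 fell in peel (13 and 5). The gene of 3-ketoacyl-CoA synthase 10 (Cs4g06430), which elongates fatty acids for wax and cutin, rose in pulp from 0.357 ± 0.168 to 13.4 ± 5.54 FPKM, a log2 fold change of 4.87 (standard error 0.38, adjusted p = 0.0012). A trypsin inhibitor gene (orange1.1t05560) rose in pulp from 0.221 to 7.87 FPKM. Of 31 abscisic acid response genes, 9 were higher and 6 lower in VO peel (13 and 6 adjusted over the list alone), and 10 higher and 4 lower in VO pulp (12 and 4). By camera the lignin list had adjusted p of 0.0016 in pulp and 0.038 in peel (adjusted p = 0.25 and 0.17 with an estimated correlation). For wounding it was 0.0073 in pulp (adjusted p = 0.25 with an estimated correlation) and 0.096 in peel, and the abscisic acid list passed in neither tissue. These module genes were grouped by the study on the same libraries, which makes their counts and camera tests no independent evidence. The same cuticle and epidermis markers moved in pulp here.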

**Fig. 4:**
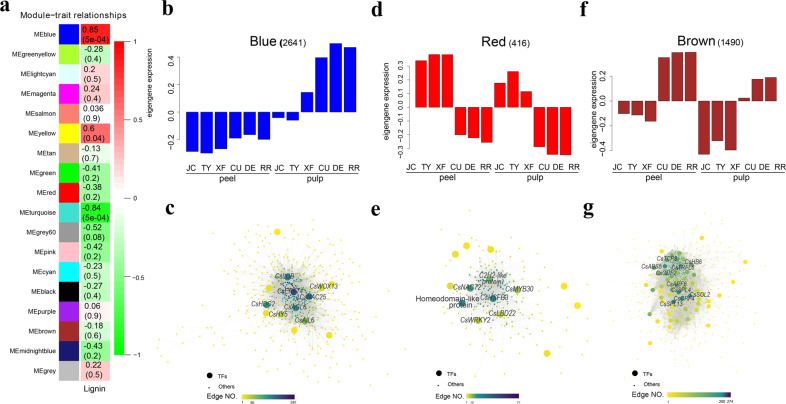
Functions and networks of coexpression module genes. **a** Module-trait relationships. The rows indicate the different modules, and the columns indicate lignin. The red and green colors indicate positive and negative correlations, respectively. The correlation coefficient and *P*-value are displayed in each cell. **b**, **d**, **f** Eigengene expression profiles in the blue, red, and brown modules. **c**, **e**, **g** Construction of the correlation network of the blue, red and brown modules. The large circles represent transcription factors. The color is determined by the edge number of the gene

To identify the key regulatory genes in the blue, red, and brown modules, we constructed gene networks via WGCNA and Cytoscape. Ultimately, 14 of 581 genes, 14 of 205 genes, and 61 of 922 genes encoded transcription factors (TFs) in the blue, red, and brown module networks, respectively. For instance, *CsERF74* (Cs1g16690) was the hub gene in the blue module network and had the highest number of edges (178 edges) (Fig. 4c). 

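CsERF74 (Cs1g16690), whose closest match in the deposited table is the ethylene-responsive factor RAP2-12, was among the strongly expressed genes of both tissues. Its level in pulp was 285 ± 10.1 FPKM in CO and 335 ± 11.2 FPKM in VO (SD, n = 3 varieties). This gave a log2 fold change of 0.23 (standard error 0.08), with an adjusted p of 0.10 from limma. All 3 VO varieties lay above all 3 CO varieties in pulp (two-sided exact permutation test, p = 0.10, the smallest p that 3 against 3 varieties allow). In peel it was 196 ± 5.52 FPKM in CO and 199 ± 12.7 FPKM in VO (adjusted p = 0.91). With the libraries as replicates and the replicate number as a block, the gene was called in pulp (adjusted p = 7.0e-10), as it was with duplicateCorrelation (adjusted p = 4.0e-04). The fit with the block called most genes of the tissue.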

In other module networks, the highly connected hub TFs included *CsNAC25* (Cs2g06460), *CsHSFB3* (orange1.1t02319), *CsSPL4/13* (Cs2g23550/Cs7g10990), etc. 

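The other named hub transcription factors moved in different directions. CsHSFB3 (orange1.1t02319), a heat stress factor, fell in VO in both tissues, from 6.60 ± 0.714 to 1.99 ± 0.365 FPKM in peel (SD, n = 3 varieties) and from 4.85 ± 0.356 to 1.30 ± 0.196 FPKM in pulp. Both squamosa promoter-binding genes rose in both tissues. CsSPL4 (Cs2g23550) rose from 5.45 ± 0.284 to 7.25 ± 0.194 FPKM in peel and from 3.30 ± 0.246 to 5.00 ± 0.254 FPKM in pulp. CsSPL13 (Cs7g10990), which matches SPL16 in the deposited descriptions, rose from 1.90 ± 0.270 to 3.29 ± 0.462 FPKM in peel and from 0.952 ± 0.233 to 2.00 ± 0.499 FPKM in pulp. CsNAC25 (Cs2g06460) rose in pulp from 60.2 ± 10.7 to 91.3 ± 6.49 FPKM (adjusted p = 0.027), and in peel its level was 28.0 ± 3.24 FPKM in CO and 24.7 ± 5.30 FPKM in VO (adjusted p = 0.44). Log2 fold changes from limma were -1.70 in peel and -1.82 in pulp for CsHSFB3, 0.41 and 0.59 for CsSPL4, and 0.76 and 1.00 for CsSPL13. Leaving out Jincheng, Cutter Valencia, Delta Valencia or Rohde Red Valencia ended the call of CsNAC25 in pulp, with adjusted p of 0.0684 to 0.0889. CsSPL13 lost its call in peel without Xianfeng (0.0547) or Rohde Red Valencia (0.0530), and in pulp without Jincheng, Xianfeng, Delta Valencia or Rohde Red Valencia (0.0699 to 0.114).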

(Fig. 4c, e and g).

### Identification of key genes involved in cell wall modification in citrus fruit

Phenylpropanoid biosynthesis was identified as a key pathway in this study (Figs. 2, 3 and 4). As shown in Fig. 5a, most of the genes except *PALs* in this pathway were upregulated in the peel or pulp of VOs (Supplementary Table 8). 

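Within the phenylpropanoid genes of Table S8, several methyltransferase genes rose in VO, and most genes of the first step fell in VO peel. Of 4 PAL genes, for the first enzyme of the pathway, 3 fell in VO peel. The most abundant of them, Cs6g11940, fell from 112 ± 17.4 FPKM in CO peel to 37.5 ± 4.00 FPKM in VO peel (SD, n = 3 varieties). In pulp it rose from 44.5 ± 4.45 to 57.3 ± 0.465 FPKM, and the difference between the tissues passed limma's test (adjusted p = 0.010). Caffeoyl-CoA O-methyltransferase genes, which methylate lignin precursors, had 2 higher and 1 lower of 6 in VO peel (3 and 1 adjusted over the list alone) and 3 higher and none lower of 5 in VO pulp. Among them Cs8g05410 rose in pulp from 5.27 ± 0.271 to 17.7 ± 7.04 FPKM and fell in peel from 57.5 ± 3.22 to 47.4 ± 1.57 FPKM (adjusted p of the tissue difference 0.040). The cinnamoyl-CoA reductase gene orange1.1t02754 fell in peel from 47.2 ± 2.85 to 23.0 ± 4.63 FPKM, with 35.8 ± 3.18 and 44.2 ± 8.23 FPKM in pulp (adjusted p = 0.18 in pulp and 0.018 for the tissue difference). In pulp limma called it higher with duplicateCorrelation (adjusted p = 0.012) and with the replicate block (2.7e-09), which called most genes of each tissue. Of 5 4-coumarate-CoA ligase genes, 2 fell in VO peel, and in pulp 1 (Cs3g08510) rose and 1 fell. Cs8g15880 fell in both tissues, by 0.59 on the log2 scale in peel (adjusted p = 0.0090) and by 0.70 in pulp (adjusted p = 0.0040). In all, 24 of the 27 genes were measured in peel, with 4 higher and 7 lower in VO (7 and 7 adjusted over the list alone). In pulp 23 were measured, with 7 higher and 2 lower (7 and 2 adjusted over the list alone). RNA integrity was lower in VO than in CO peel, and in pulp the cuticle and epidermis markers given above moved with the group. The OMT1 gene was higher in both tissues. Of the genes listed as CAD, 1 was higher of 5 in peel (3 adjusted over the list alone), and 1 was higher and 1 lower of 4 in pulp. The C4H genes were not called in either tissue. With the replicate block, which has libraries as replicates, the C4H gene Cs1g08620 was called lower in peel (log2 fold change -0.07, adjusted p = 0.0012). The F5H gene Cs1g24950 was not called over all genes, with log2 fold changes of 0.77 in peel (adjusted p = 0.12) and 0.69 in pulp (adjusted p = 0.13), and was higher in both tissues adjusted over the list alone, which holds 1 gene. It was called higher with the replicate block (adjusted p = 3.7e-09 in peel and 0.0095 in pulp) and in peel with duplicateCorrelation (0.0043). PAL in peel passed camera (adjusted p = 0.016, and adjusted p = 0.54 with an estimated correlation), and the whole list did not, with adjusted p of 0.47 in peel, where its mean log2 fold change was 0.13 and its median -0.07, and 0.39 in pulp. Fry, which tests whether the genes of a list move on balance in a single direction, gave an adjusted p of 0.0045 for the list in pulp. Without PAL, the log2 fold change was positive for 10 of 20 genes in peel and for 13 of 19 in pulp. The paper's statement is on either tissue, and genes positive in at least 1 tissue were not counted here. The values of Table S8 had been seen before the tests, and 1188 of its 1188 values equalled the deposited FPKM within 0.1%. Some calls were lost when a variety was left out, which also leaves fewer varieties in the test. In the fits that lost the call, the log2 fold change in pulp was 0.30 to 0.38 for Cs6g11940 and 0.52 to 0.63 for Cs3g08510. Cs6g11940 in pulp was not called without any single variety other than Xianfeng (adjusted p 0.0548 to 0.105), Cs3g08510 in pulp not without any single variety other than Xianfeng or any single replicate (0.0573 to 0.157), nor with duplicateCorrelation (0.0929) or no filter, Cs8g05410 in pulp not without Rohde Red Valencia (0.0614), and Cs8g05410 in peel not without Jincheng, Xianfeng, Cutter Valencia or Rohde Red Valencia (0.0973 to 0.111).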

The lignin content in different sweet orange (Fengjie 72-1) fruit tissues was measured, and it was found that the accumulation patterns of lignin in different tissues were not consistent. The content of lignin in the albedo (AL) and segment membrane (SM) decreased with fruit development but increased with fruit development in the juice sac (JS) (Fig. 5b). We also measured the contents of lignin in the peel and pulp of the three VO and three CO fruits used for RNA-seq. We found that the contents of lignin in the peel and pulp of VOs were significantly higher than those of COs, particularly in the pulp (Fig. 5c). Furthermore, we screened two *CCOAMTs* (*Cs1g12670, Cs4g13440*), a *CAD* gene (*Cs2g10070*), and an *OMT1* (*Cs5g16290*), all of which are involved in lignin synthesis, through qRT-PCR verification (Fig. 5d). The expression levels of these genes in VOs were significantly higher than those in COs, indicating that these genes may play crucial roles in the accumulation of lignin in VOs.

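All 4 of these genes rose in VO pulp in the RNA-seq data, and 3 of them rose in VO peel. OMT1 (Cs5g16290), an O-methyltransferase of lignin monomer formation, rose from 0.876 ± 0.313 FPKM in CO pulp to 10.8 ± 2.35 FPKM in VO pulp (SD, n = 3 varieties), a log2 fold change of 3.52 (standard error 0.26, adjusted p = 0.0010 from limma). In peel it rose from 5.41 ± 1.24 to 10.4 ± 1.18 FPKM, and the change was larger in pulp (adjusted p of the tissue difference 0.026). The caffeoyl-CoA O-methyltransferase gene Cs1g12670 rose from 0.427 ± 0.252 to 2.48 ± 0.212 FPKM in pulp, a log2 fold change of 2.44 (standard error 0.36, adjusted p = 0.0073), and from 2.03 ± 0.476 to 6.37 ± 1.94 FPKM in peel. Cs4g13440, of the same family, rose from 4.65 ± 1.01 to 12.0 ± 1.52 FPKM in pulp and from 7.45 ± 0.952 to 14.0 ± 0.551 FPKM in peel. Cs2g10070, named as a CAD gene, rose in pulp from 21.3 ± 6.99 to 57.2 ± 11.9 FPKM (log2 fold change 1.46, adjusted p = 0.013). In peel its level was 11.7 ± 4.77 FPKM in CO and 24.9 ± 8.81 FPKM in VO (adjusted p = 0.086). In the deposited descriptions its closest match is berberine bridge enzyme-like 13, an oxidoreductase. In pulp each of the 4 genes had all VO varieties above all CO varieties (two-sided exact permutation test, p = 0.10 for each, the smallest that 3 against 3 varieties allow). Adjusted over the list alone, 4 were higher in each tissue, on a list that the study chose with these libraries at hand. The call of Cs5g16290 in peel was lost without Xianfeng (adjusted p = 0.0527), and that of Cs2g10070 in pulp without Delta Valencia (0.0558) or Rohde Red Valencia (0.0577). From the higher expression in VOs, the paper proposes that these genes may have a crucial part in lignin accumulation there. Its lignin contents and qRT-PCR values were not analysed here.

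**Figure D1:**
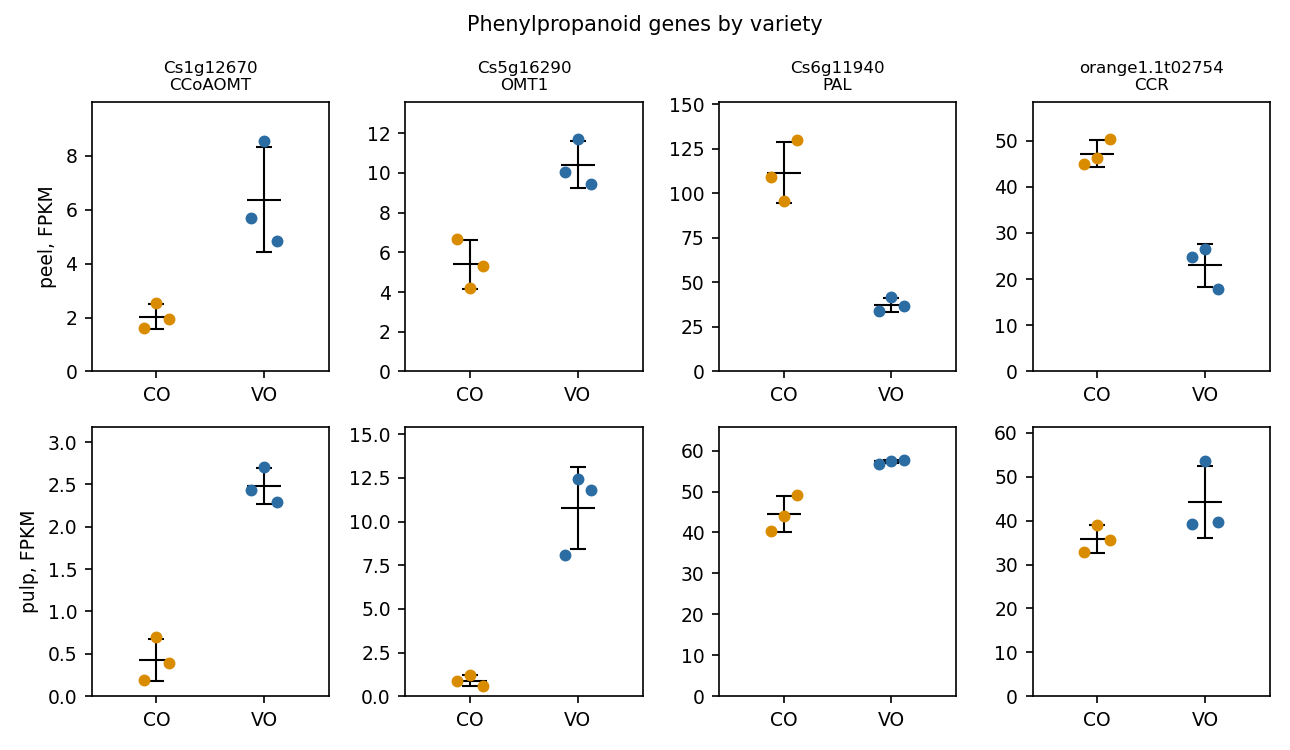
Expression (FPKM) of 4 phenylpropanoid genes in CO and VO peel (upper panels) and pulp (lower panels). Points are the means of the 3 varieties of each group, bars the group mean and error bars the SD. OMT1 (Cs5g16290) has a mean of 0.876 FPKM in CO pulp and 10.8 FPKM in VO pulp, and PAL (Cs6g11940) a mean of 112 FPKM in CO peel and 37.5 FPKM in VO peel.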

**Fig. 5:**
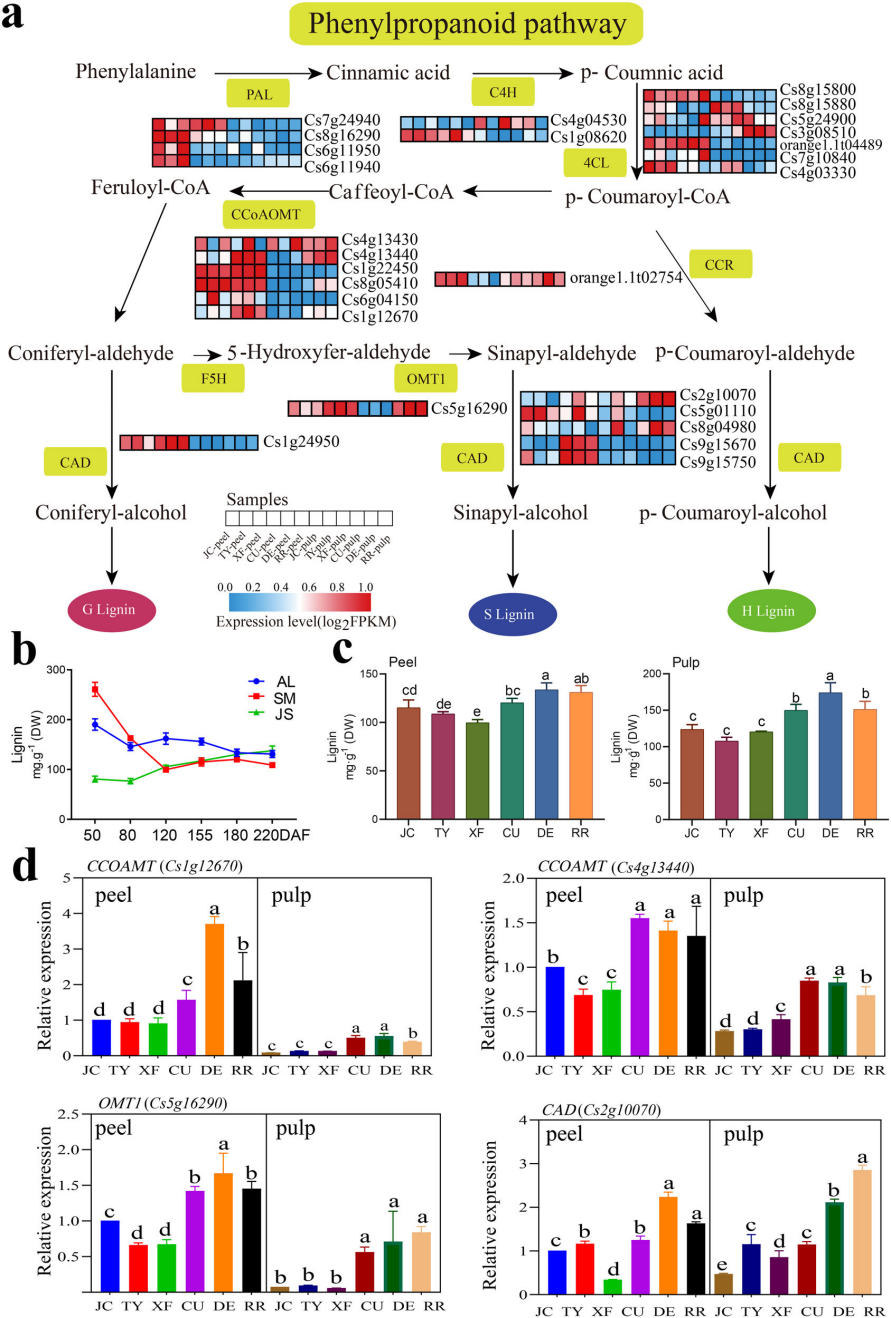
Changes in lignin content and related gene expression in CO and VO fruits. **a** Overview of phenylpropanoid pathway genes in different tissues and varieties. **b** Accumulation patterns of lignin in different sweet orange fruit tissues. AL: albedo, SM: segment membrane, JS: juice sac. **c** Lignin contents in the pulp and peel of fruits. **d** Relative expression of key genes involved in lignin synthesis in COs and VOs. Lowercase indicates statistically significant differences (*P* < 0.05)

According to a previous study, the pectin content in fruit also affects the mastication trait of citrus fruits^29^. We measured the contents of protopectin and water-soluble pectin in three VO varieties (Cutter Valencia orange, Delta Valencia orange, and Rohde Red Valencia orange) and three CO varieties (Jincheng orange, Taoye orange, and Xianfeng orange). As shown in Fig. 6a, the protopectin contents in both the peel and the pulp were not significantly different between COs and VOs. The contents of water-soluble pectin in the COs were slightly higher than those in the VOs (Fig. 6b). Furthermore, 29 PG genes and 41 PME genes were identified from the citrus genome, and the expression patterns of these genes are shown in heatmaps, which revealed mixed expression patterns (some genes were more highly expressed in VOs, and some genes were more highly expressed in COs) (Fig. 6c; Supplementary Table 8). Among them, two PGs (*Cs8g01300* and *Cs1g12840*) and two PMEs (*Cs7g19180* and *Cs4g15560*) were more highly expressed in COs than in VOs (Fig. 6d). These results indicated that these four genes may play positive roles in the formation of citrus fruit mastication trait.

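Few of the listed polygalacturonase genes were expressed in these fruits, and the pectin methylesterase genes went both ways. Of the 29 PG genes, 7 passed the expression limit in each tissue, and 1 of them was lower and none higher in VO in peel and in pulp. Adjusted over the list alone, 1 was lower in peel and none in pulp. Of the 40 different PME genes in Table S8, 21 were measured in peel, with 5 higher and 1 lower in VO (6 and 2 adjusted over the list alone). In pulp 17 were measured, with 5 higher and 2 lower (5 and 2 adjusted over the list alone). PMEs remove methyl groups from pectin in the cell wall. Among the PME genes called in pulp, Cs4g06630 rose from 5.16 ± 1.65 FPKM in CO to 34.4 ± 9.06 FPKM in VO (SD, n = 3 varieties), a log2 fold change of 2.73 (standard error 0.27, adjusted p = 0.0021). Cs2g07660 rose in pulp from 1.86 ± 0.798 to 15.7 ± 10.1 FPKM, and its peel values of 39.8 and 30.6 FPKM were not called (adjusted p of the tissue difference 0.014). In peel limma called it lower without Delta Valencia (log2 fold change -0.98, adjusted p = 0.031) and with the replicate block (2.0e-11). The block has libraries as replicates and called most genes of each tissue. In peel, Cs1g16550 rose from 173 ± 15.1 to 234 ± 19.3 FPKM (adjusted p = 0.035), a call that was lost without any 1 of the 6 varieties (adjusted p 0.0516 to 0.102) and with no filter (0.0549). Cs9g14450 rose in peel from 0.0698 to 2.07 FPKM. Neither list passed limma's camera test, with adjusted p of 0.10 and 0.17 for PG in peel and pulp and of 0.22 and 0.20 for PME. Fry gave an adjusted p of 0.023 for PG in pulp. The values in Table S8 had been seen before these tests. Cs6g11810, listed as a PME, matches a kinesin-like protein in the deposited descriptions.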

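Of these 4 genes, a PME and a PG fell in VO peel, and the same PME and the other PG fell in VO pulp. The PME gene Cs7g19180 (PPME1) fell from 3.42 ± 0.469 FPKM in CO peel to 0.446 ± 0.269 FPKM in VO peel (SD, n = 3 varieties), a log2 fold change of -2.86 (standard error 0.37, adjusted p = 0.0054 from limma). In pulp it fell from 6.70 ± 0.549 to 1.97 ± 0.777 FPKM, a log2 fold change of -1.79 (standard error 0.24, adjusted p = 0.0051). The PG gene Cs8g01300 fell in pulp from 4.37 ± 0.228 to 3.54 ± 0.144 FPKM (log2 fold change -0.30, adjusted p = 0.048), and in peel it had 4.11 FPKM in CO and 4.04 FPKM in VO (adjusted p = 0.81). The PG gene Cs1g12840 fell in peel from 3.56 ± 0.143 to 2.50 ± 0.0669 FPKM (adjusted p = 0.010), with 2.50 ± 0.0980 and 2.08 ± 0.126 FPKM in pulp (adjusted p = 0.12). Cs4g15560, a PME, had 4.46 ± 0.683 FPKM in CO peel and 2.91 ± 0.735 FPKM in VO peel (adjusted p = 0.074), and 4.02 ± 0.559 and 3.22 ± 0.399 FPKM in pulp (adjusted p = 0.16). In peel limma called it lower without Delta Valencia (adjusted p = 0.037), with duplicateCorrelation (0.0093) and with the replicate block (3.2e-06). The block has libraries as replicates and called most genes of each tissue. Adjusted over the 4 genes as a list alone, 3 were lower in peel and 2 in pulp. The study chose them with their expression at hand, so the counts are not independent evidence. Cs8g01300 in pulp was not called without any single variety other than Xianfeng (adjusted p 0.0784 to 0.167). Its call was also lost without replicate 1 (0.0651), without replicate 2 (0.1305) and with no filter (0.0651). From the higher expression in COs, the paper proposes that the 4 genes may have a positive part in forming the mastication trait. Pectin contents and qRT-PCR values were not analysed here.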

**Fig. 6:**
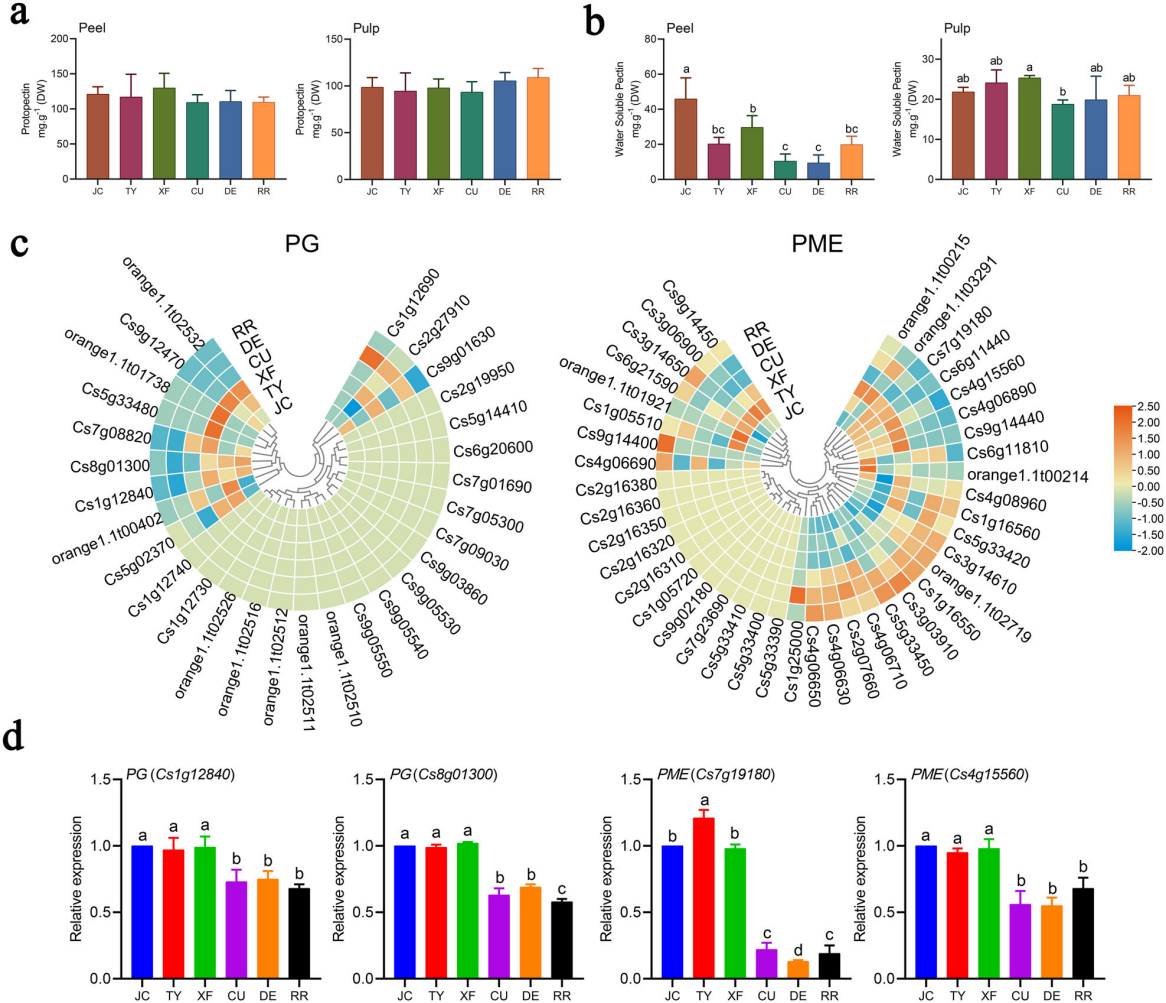
Changes in pectin content and related gene expression in CO and VO fruits. Protopectin (**a**) and water-soluble pectin (**b**) contents in the peel and pulp of fruits. **c** Heatmaps of the expression patterns of PG and PME family genes in the pulp of the six varieties. **d** Key genes involved in pectin hydrolysis in the pulp of COs and VOs. Lowercase indicates statistically significant differences (*P* < 0.05)

## Discussion

Valencia orange is an important late-ripening citrus variety type that is widely cultivated worldwide. However, the fruit quality of VO is worse than that of mid-ripening sweet orange, especially the pulp mastication trait. In this study, whole-genome resequencing and transcriptome analysis provided important insights into VO fruit mastication trait.

### The stress response may play important role in the formation of citrus fruit characteristics

Selective pressures accompany crop origins and diversification^30^. The CO and VO variety groups originated via natural and artificial selection processes and formed their own characteristics. In this study, according to the results of selective sweep analysis, the selected genes in both VO and CO, most of which encoded disease resistance proteins, were mainly related to the stress response (Supplementary Fig. S3; Supplementary Table S4). Moreover, according to the RNA-seq results, the DEGs and genes with different expression patterns among VOs and COs were also enriched in stress response-related biological processes, including response to stimulus, response to cold, and response to oxidative stress (Supplementary Figs. S5 and S7). These results suggested that COs and VOs have formed different stress response abilities under natural and artificial selection processes. In general, cell walls undergo lignification during plant stress^14^. For example, in soybean, salt stress enhances lignin production and restricts root growth^15^. Zeng et al. reported that the lignin content increased at low temperatures in loquat fruit^17^. In citrus, with respect to boron deficiency, Carrizo citrange is a tolerant rootstock, and trifoliate orange is a sensitive rootstock. The lignin content in the root cell walls of trifoliate orange was much higher than that in Carrizo citrange under boron deficiency stress^16^. These reports suggest that lignin or lignification may be a marker reflecting the tolerance levels of plants to various stresses. In this study, the selected genes in VOs identified by selective sweep analysis were significantly enriched in lignin biosynthetic processes (Supplementary Fig. S3b). The DEGs and genes exhibiting different expression patterns among VOs and COs during fruit ripening were also significantly enriched in lignin biosynthetic processes (Supplementary Figs. S5 and S7). In addition, the lignin content in VO fruits was significantly higher than that in CO fruits (Fig. 5c). Therefore, we suggest that the stress response may play significant role in the formation of citrus fruit characteristics during evolution, in which lignin may act as an important participant.

### Lignin may be the key component affecting the mastication trait of VO fruit

During fruit ripening, modification of the cell wall affects the horticultural characteristics of fruit, such as their hardness, brittleness, and chewiness^31^. Pectin, cellulose, and lignin are the main components of the cell wall^2,3^, and their contents may be closely related to the mastication trait of citrus fruit.

Pectin is the main component of fruit cell walls and is extensively modified in mature fruits by its involvement in fruit softening^32^. Enzymes related to pectin metabolism, such as PGs and PMEs, have received widespread attention. In *Fragaria chiloensis*, the expression and enzyme activity of PGs are significantly positively correlated with the degree of fruit softening during fruit ripening^33^. PMEs are involved in early cell wall disassembly and coordinate with PGs to participate in the degradation of pro-pectin, which is a prerequisite for PG involvement in fruit ripening^34^. Protopectin is hydrolyzed to water-soluble pectin by these cell wall modification enzymes. FJWC navel orange (*C. sinensis*) is a harder and coarser late-ripening bud sport of FJ72-1, and the content of protopectin in FJWC is higher than that in FJ72-1, while the content of water-soluble pectin is lower than that in FJ72-1^35^. In the present study, two PGs (*Cs8g01300* and *Cs1g12840*) and two PMEs (*Cs7g19180* and *Cs4g15560*) were identified as being more highly expressed in COs than in VOs (Fig. 6d). However, the protopectin contents in both the peel and the pulp were not significantly different between the COs and VOs, and the contents of water-soluble pectin showed a significant difference only among 1–2 varieties (Fig. 6a, b). These results revealed that pectin is not the critical component that results in inferior mastication trait of VO fruit, while these PG and PME genes may play partial roles in citrus fruit mastication trait formation.

Lignin content contributes to the firmness and hardness of the fruit and thus may affect fruit mastication^36^. Many studies have demonstrated that cold acclimation and freezing tolerance promote the accumulation of lignin, which further affects the quality of the fruit^5,6^, and low-temperature-grown poplar plants present increased lignin contents^37^. The fruit development and ripening time of VOs usually takes 11–12 months, so VO fruit is subjected to 3–4 months of low temperature (throughout the whole winter), while the fruit development and ripening time of COs generally takes 7–8 months; their fruit generally is subjected to only 1–2 months of low temperature. Therefore, in long-term interactions with the environment, VOs are exposed to stronger environmental stress than COs, so unique quality characteristics have developed throughout evolution. In this study, the lignin contents in the VO fruits were significantly higher than those in the COs fruits (Fig. 5c). Moreover, six genes related to phenylpropanoid/lignin biosynthesis were selected only in VOs with strong selective sweep signals, and upregulation expressed in VO fruits (Supplementary Fig. S3b, Fig. 5a; Supplementary Table S4). These results revealed that the phenylpropanoid biosynthesis pathway may play a significant role in the formation of VO fruit mastication trait. In addition, CCOAMTs, OMT1s, and CADs are important enzymes that catalyze lignin monomer synthesis. Among these enzymes, CADs function in catalyzing the last step of lignin synthesis^38,39^. 

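Of the 6 phenylpropanoid genes that Table S4 lists in regions selected in VO, 2 were measured in each tissue and none was called in VO relative to CO by limma. At an unadjusted p under 0.05, 1 was higher and 1 lower in VO peel and none in pulp, and the same held adjusted over the list alone. The caffeoyl-CoA O-methyltransferase gene Cs1g22450 had 124 ± 15.4 FPKM in CO peel and 157 ± 14.6 FPKM in VO peel (SD, n = 3 varieties). In pulp it had 6.64 ± 1.18 FPKM in CO and 8.06 ± 1.07 FPKM in VO. The caffeic acid 3-O-methyltransferase gene Cs5g19020 had 3.15 ± 1.19 FPKM in CO peel and 1.33 ± 0.870 FPKM in VO peel, a log2 fold change of -1.32 (adjusted p = 0.096). Cs5g24980, of the same family, had 0.161 FPKM in CO pulp and 0.162 FPKM in VO pulp (adjusted p = 0.89). The remaining genes of the 6 did not reach the expression limit of 0.3 FPKM in any variety. Cs5g19020 was called lower in VO peel without Cutter Valencia (adjusted p = 0.0345). With the libraries as replicates and the replicate number as a block, a fit that called most genes of each tissue, Cs1g22450 was called higher in both tissues and Cs5g19020 lower in peel. The selective sweeps themselves were found in genome sequences, which were not analysed here.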

In pear, inhibiting the expression of lignin biosynthesis-related genes in fruit could prevent secondary thickening of the cell wall^40^. Therefore, the expression patterns of lignin biosynthesis-related genes were analyzed, and the expression levels of these genes in VO were significantly higher than those in CO (Fig. 5d). Thus, we suggest that lignin may be the key component affecting the mastication trait of VO fruit and that lignin biosynthesis-related genes may contribute to the differences in fruit mastication trait between VO and CO fruits. Further studies are needed to elucidate the gene functions and regulatory networks involved in the formation of fruit mastication trait.

## Conclusion

An integrated analysis of the genomes and transcriptomes of VOs and COs was performed in this study. Several key biological processes and pathways were identified to play important roles in citrus fruit mastication trait formation, such as stress response-related processes and the phenylpropanoid biosynthesis pathway. Several important genes were identified in this study, including *CsERF74*, *CsNAC25*, *PGs*, *PMEs*, *CCOAMTs*, *OMT1*, and *CAD*. The results of this study provide new clues for the future investigation of the mechanisms that regulate citrus fruit mastication trait.

## Materials and methods

### Plant materials and sample collection

Whole-genome resequencing was performed on 25 sweet orange (*C. sinensis* L. Osbeck) varieties, which included 12 CO varieties and 13 VO varieties (Supplementary Table S1). After removing the varieties with similar characteristics, these 25 varieties differed in fruit quality, fruit size, fruit color, number of seeds, cultivation characteristics, maturity, and country of origin, among other characteristics (Supplementary Table S1). Young leaves were collected for genomic DNA extraction. Fruit samples of the three VO varieties (accession IDs: CO_2_, CO5, and CO11) and the three CO varieties (accession IDs: VO2, VO5, and CO7) harvested at 220 DAF were divided into peels and pulp for RNA-seq (Supplementary Table S7) and real-time quantitative PCR. Three biological replicates (two trees per replicate) were harvested per variety, and nine representative fruits were sampled from each tree. At 220 DAF, the COs were at the mature stage, while the VOs were at the coloring stage. All the trees were grown in the Citrus Resource Nursery, Chongqing Institute of Citrus Science, China.

### DNA sequencing, sequence alignment, and detection of variations

Leaves were used for genomic DNA extraction and sequenced on an Illumina HiSeq^TM^ 2500 instrument (Novogene, Beijing, China) following the Illumina protocol. The *C. sinensis* genome^41^ was used as the reference genome. The DNA resequencing data were aligned to the reference genome by BWA^42^. The alignment results were deduplicated by SAMtools^43^. The raw data have been submitted to the NCBI SRA database under accession number PRJNA687608.

SNP calling was performed using SAMtools^43^. The Bayesian model was used to detect polymorphic loci in the population, and high-quality SNPs were obtained through the following methods: the ‘mpileup’ command was used to identify SNPs with the parameters ‘-q 1 -C 50 -t SP -t DP -m 2 -F 0.002’, and after excluding SNP calling errors caused by incorrect mapping or InDels, only high-quality SNPs (coverage depth ≥3 and ≤50, RMS mapping quality ≥20, maf ≥0.05, miss≤0.1) were retained for subsequent analysis. ANNOVAR^44^ was then used to annotate the SNPs (Supplementary Table S2).

### Population genetic diversity and selective pressure analysis

The distance between populations was calculated on the basis of the obtained individual SNPs. TreeBEST-1.9.2 software was used to construct a distance matrix, and the neighbor-joining method was used to construct a phylogenetic tree^45^. Principal component analysis (PCA) was performed using GCTA software^46^. VCFtools^47^ was then used to calculate the population differentiation (*F*_*st*_), nucleotide diversity (π), and Tajima’s D values. *F*_*st*_ and θ_π_ were subsequently calculated, using a 20-kb window with a 10-kb step size.

### Linkage disequilibrium analysis

The pattern of linkage disequilibrium (LD) was compared using high-quality SNPs and calculated with Haploview^48^. The coefficient (*r*^2^) between pairwise SNPs was calculated and the parameters were set as: ‘-n -dprime-minMAF 0.05’. The average *r*^2^ value was calculated for pairwise markers within a 5000-kb window and averaged across the whole genome.

### Selective sweep analysis

Selective sweep analysis was performed on the basis of the F_*st*_ and θ_π_ values. Both the threshold values of F_*st*_ and the θπ ratio used to identify selected regions were in the top 5%. The process was performed as described by Xia et al.^49^. Genome-wide distribution of fixation index (F_*st*_) values and θ_π_ ratios were used for the defined group pairs. The F_*st*_ values were Z -transformed as follows: Z(F_*st*_) = (F_*st*_−µF_*st*_)/σF_*st*_, in which µF_*st*_ is the mean F_*st*_ and σF_*st*_ is the standard deviation of F_*st*_. The θπ ratios were then log_2_ transformed. Subsequently, we estimated and ranked the empirical percentiles of the Z(F_*st*_) and log_2_(θ_π_ ratio) values in each window. We considered windows with the top 5% of Z(F_*st*_) and log_2_(θ_π_ ratio) values simultaneously as candidate outliers under strong selective sweeps.

### RNA-seq, data processing, and gene functional annotation

Twelve samples of two fruit tissues (peel and pulp) from six varieties were used for RNA-seq. Each sample was sequenced, which included three biological replicates. Total RNA isolation was performed, as described previously^50^. The data for a total of 36 transcriptome profiles were obtained by using the Illumina HiSeq^TM^ 4000 sequencing platform at Personalbio (Shanghai, China) (Supplementary Table S7). The raw RNA-seq data have been uploaded to the Gene Expression Omnibus (GEO) database of the NCBI (accession number: GSE164142). The *C. sinensis* genome^41^ was used as the reference genome. Data processing and gene functional annotation were performed as described in our previous study^51,52^.

### Real-time quantitative PCR

Relative gene expression was detected by real-time quantitative PCR, which was performed according to the methods of our previous study^53^. The endogenous reference gene used was *CsActin*^54^. The primers used for each gene in this study are listed in Supplementary Table S9.

### Determination of the contents of lignin and pectin

Approximately 5.0 g of peel and pulp tissue from each variety was dried to a constant weight at 80 °C, ground into powder using a mortar, and passed through a 40-mesh sieve. The total lignin content of 20 mg of peel and pulp tissue was determined in accordance with the protocol of the Plant Lignin Content Kit (COMIN, MZS-1-G), which was purchased from Suzhou Comin Biotechnology Co., Ltd. (China). Approximately 3.0 g of peel and pulp tissue from each variety were used for pectin determination, as described by Lei et al.^29^.

## Supplementary information

Supplementary information

Figure S1. Statistical distribution of SNP mutation type (a), SNP support read number (b), SNP quality (c), and neighboring SNP distance (d)

Figure S2. Tajima'D test of VO and CO based on intraspecies polymorphism (a) and decay of linkage disequilibrium of VO and CO (b)

Figure S3. The GO term (biological process) enrichment analysis of selected genes from CO (a) and VO (b)

Figure S4. Global analysis of the 36 fruit transcriptomes

Figure S5. The GO term (biological process) enrichment analysis of DEGs among COs and VOs identified from peel tissue (a) and pulp tissue (b)

Figure S6. Coexpression modules identified by WGCNA

Figure S7. The GO term (biological process) enrichment analysis of the genes from blue (a), red (b), and brown (c) modules

Table S1. Overview of sample information and resequencing statistics

Table S2. Distribution of SNPs within various Citrus sinensis genomic regions

Table S3. Screened group-specific SNP molecular markers

Table S4. Annotation results of part of genes screened in CO and VO

Table S5. The results of GO term enrichment analysis

Table S6. The results of KEGG term enrichment analysis

Table S7. Overview of sample information and RNA-seq statistics

Table S8. A list of key genes identified by RNA-seq

Table S9. The primers used in this study

## Data Availability

The genome resequencing data that support the findings of this study have been deposited in the NCBI SRA database under accession number PRJNA687608. The raw RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) of the NCBI under accession number GSE164142.

# Supplementary material for: Genomic and transcriptomic analyses of Citrus sinensis varieties provide insights into Valencia orange fruit mastication trait formation
**Source:** Hortic Res. 2021 Oct 1;8:218. doi: 10.1038/s41438-021-00653-5
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary information**

**Figure S1. Statistical distribution of SNP mutation type (a), SNP support read number (b), SNP quality (c) and neighbouring SNP distance (d).**

**Figure S2. Tajima'D test of VO and CO based on intraspecies polymorphism (a) and decay of linkage disequilibrium of VO and CO (b).**

**Figure S3. The GO term (biological process) enrichment analysis of selected genes from CO (a) and VO (b).**

The enrichment results of selected genes are shown in the “TreeMap” view. Clusters are shown with different colors and rectangles. The *p*-value is used to adjust the size of the rectangles.

**Figure S4. Global analysis of the 36 fruit transcriptomes.**

(a) Cluster dendrogram showing global relationships between biological replicates and among different varieties and tissues. The *y*-axis is the degree of variance. (b) Principal component analysis (PCA). (c) Verification of DEGs with qRT-PCR. Below the bar graph is the gene expression pattern obtained by transcriptome sequencing. Each sample contains 4 replicates. In all figures to follow, TY means Taoye Orange, JC means Jincheng orange, XF means Xianfeng orange, CU means Cutter Valencia Orange, DE means Delta Valencia Orange, and RR means Rohde Red Valencia Orange.

**Figure S5. The GO term (biological process) enrichment analysis of DEGs among COs and VOs identified from peel tissue (a) and pulp tissue (b).**

The enrichment results of selected genes are shown in the “TreeMap” view. Clusters are shown with different colors and rectangles. The *p*-value is used to adjust the size of the rectangles. DEG: differential expressed gene.

**Figure S6. Coexpression modules identified by WGCNA.**

(a) Hierarchical cluster tree showing coexpression modules. (b) Eigengene expression profiles of the coexpression modules.

**Figure S7. The GO term (biological process) enrichment analysis of the genes from blue (a), red (b) and brown (c) modules.**

The enrichment results of selected genes are shown in the “TreeMap” view. Clusters are shown with different colors and rectangles. The *p*-value is used to adjust the size of the rectangles.

**Table S1.** Overview of sample information and resequencing statistics.

**Table S2.** Distribution of SNPs within various Citrus sinensis genomic regions.

**Table S3.** Screened group-specific SNP molecular markers.

**Table S4.** Annotation results of part of genes screened in CO and VO.

**Table S5.** The results of GO term enrichment analysis.

**Table S6.** The results of KEGG term enrichment analysis.

**Table S7.** Overview of sample information and RNA-seq statistics.

**Table S8.** A list of key genes identified by RNA-seq.

**Table S9.** The primers used in this study.

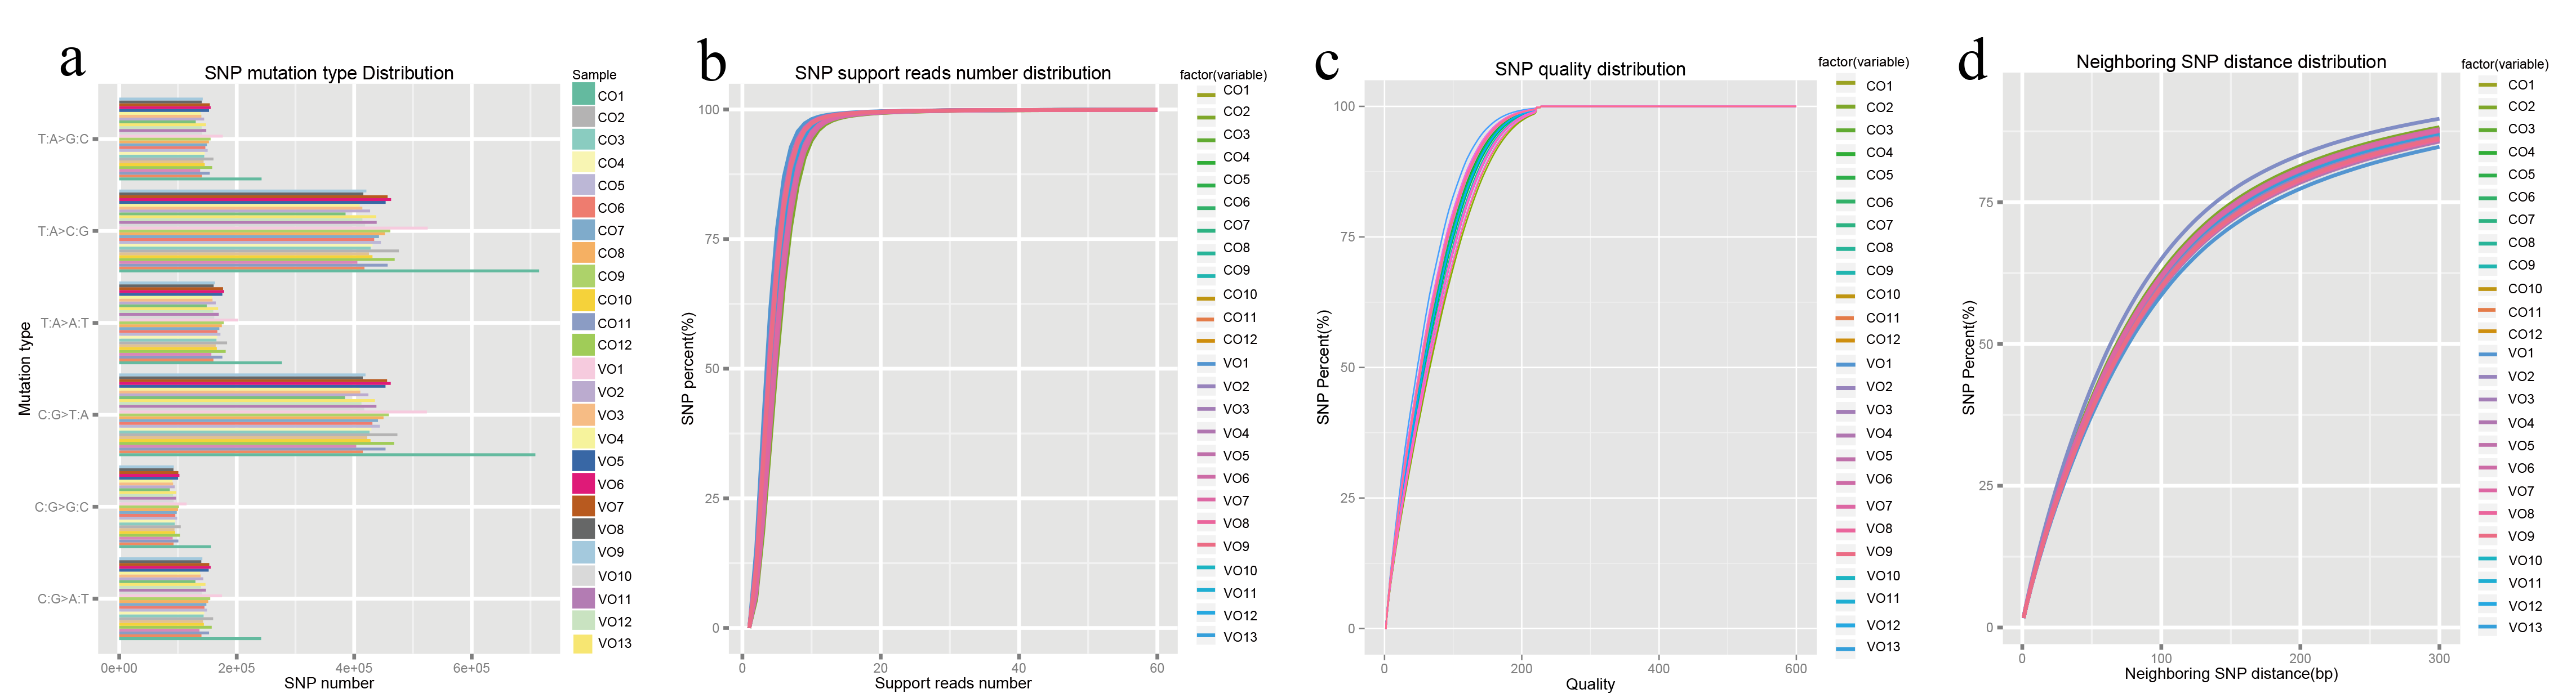

**Figure S1.** Statistical distribution of SNP mutation type (a), SNP support read number (b), SNP quality (c) and neighbouring SNP distance (d).

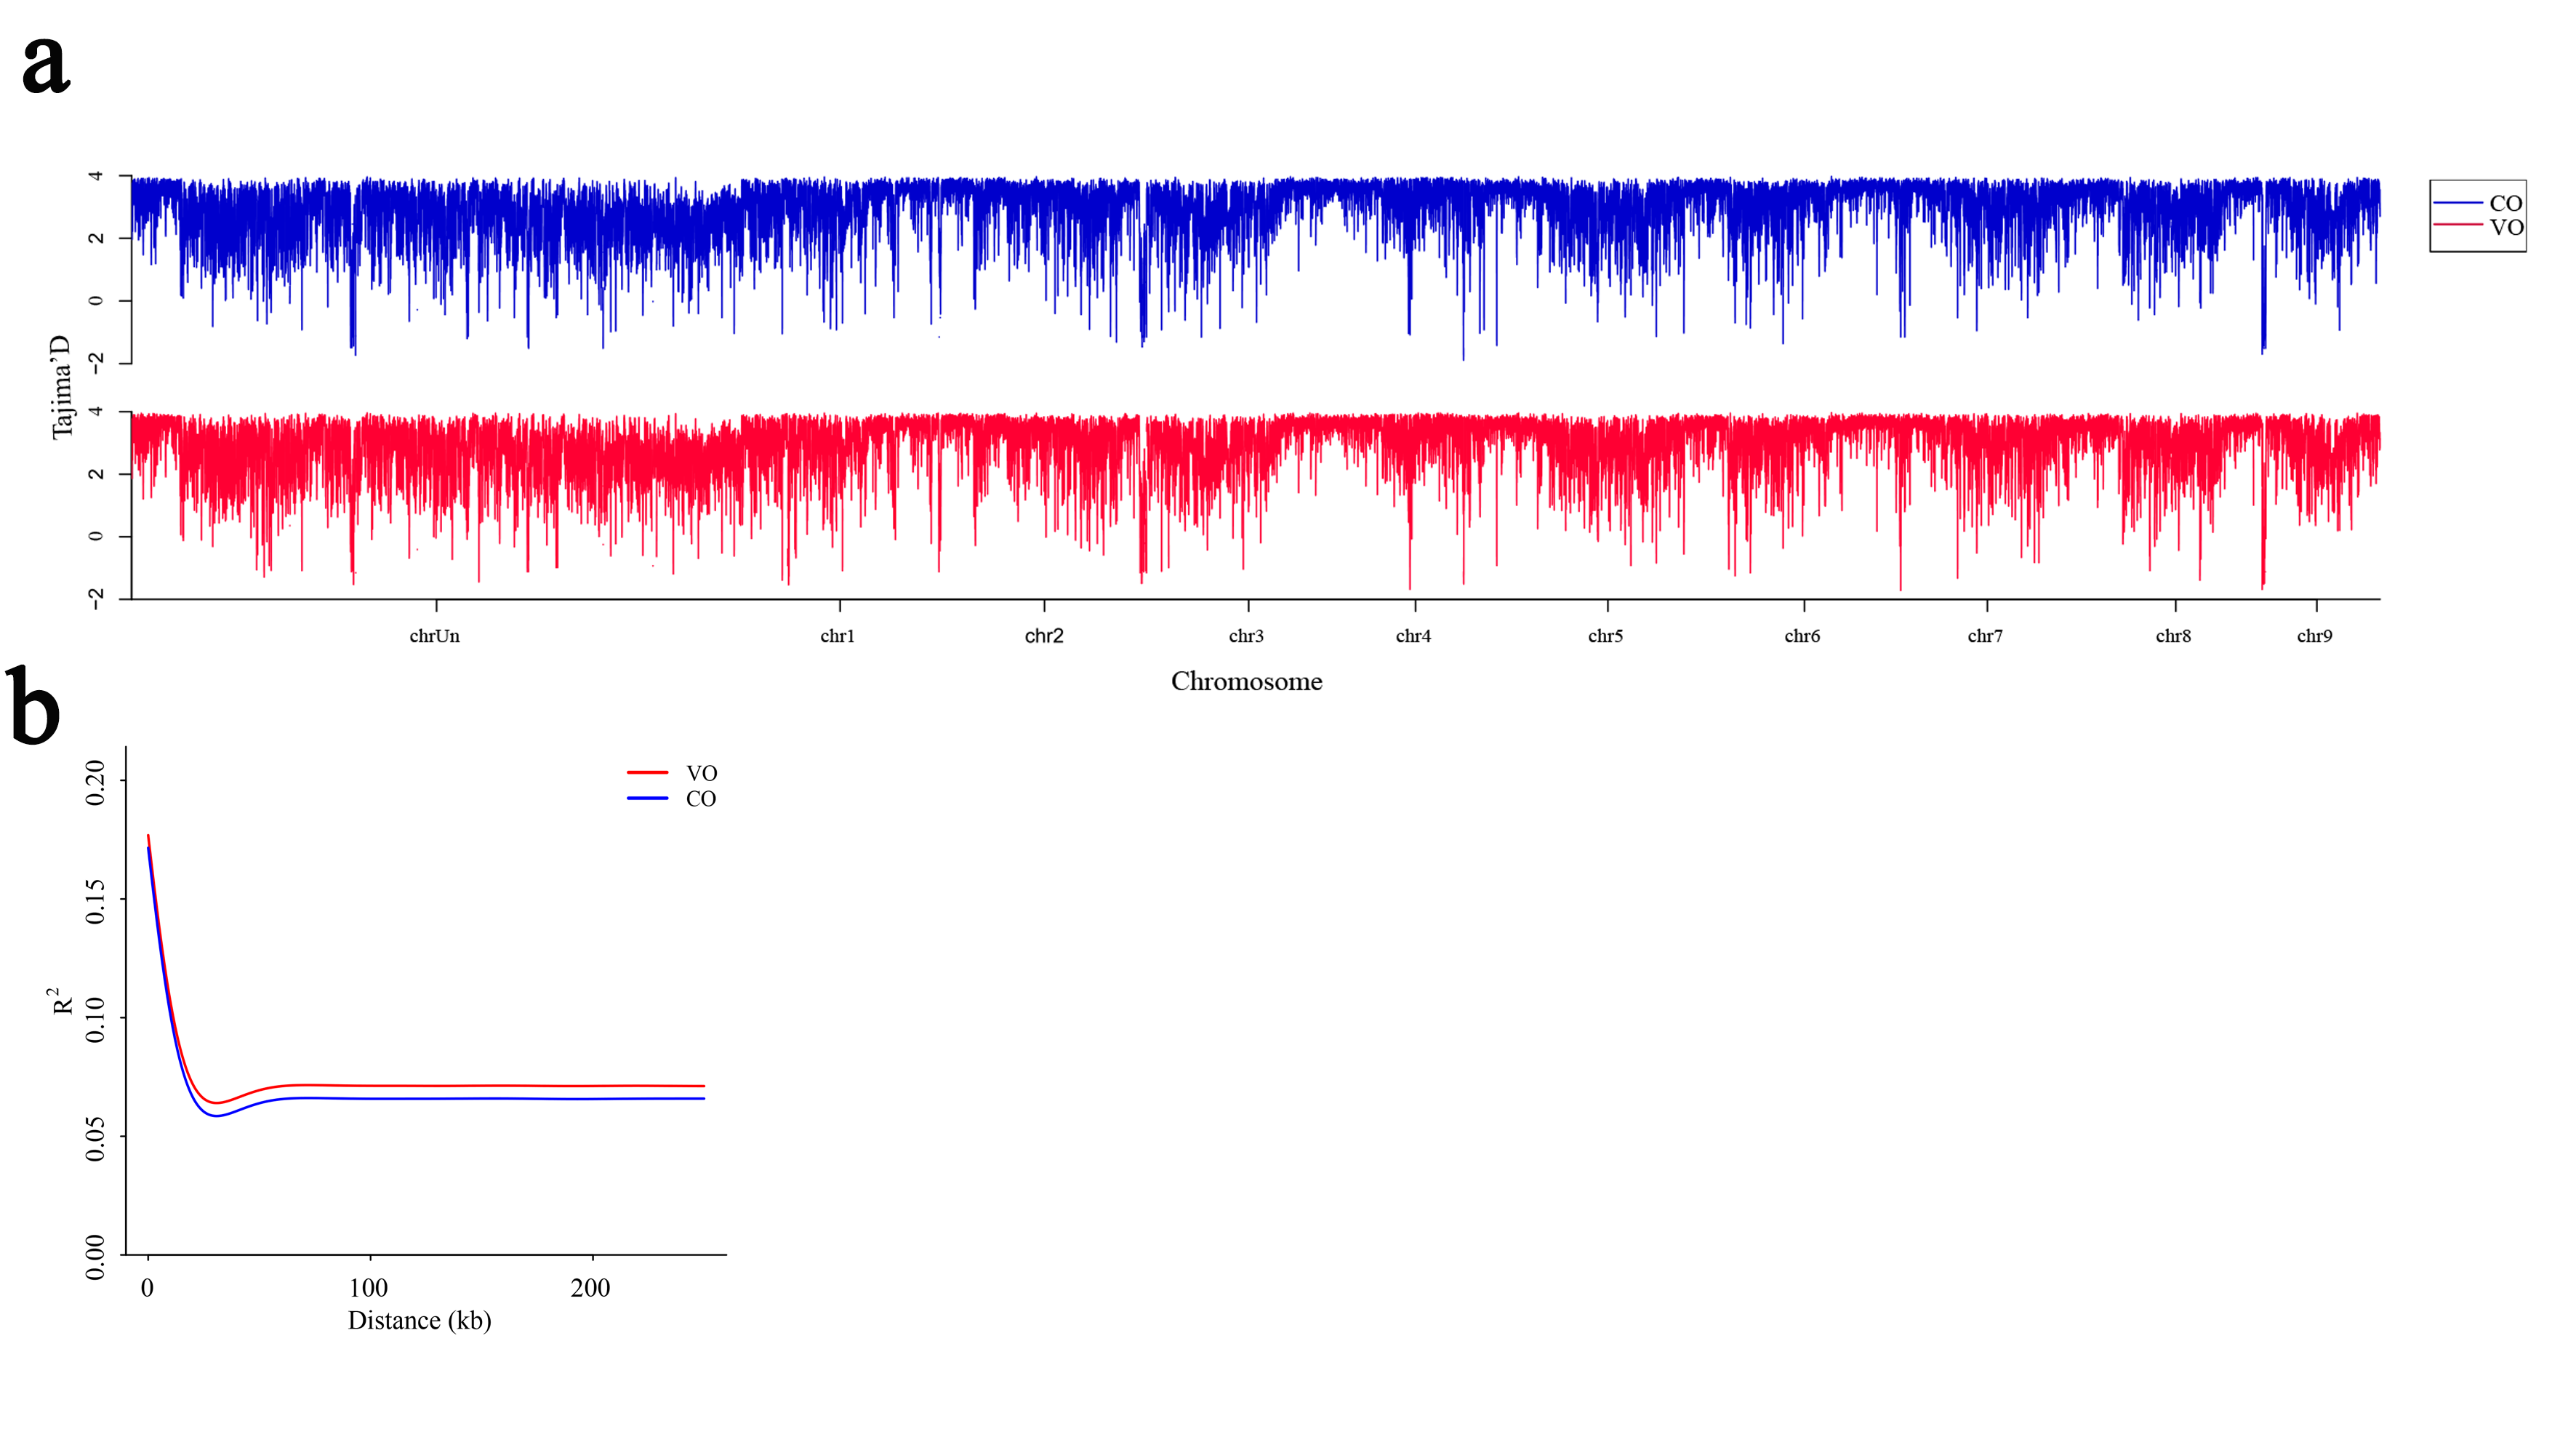

**Figure S2. Tajima'D test of VO and CO based on intraspecies polymorphism (a) and decay of linkage disequilibrium of VO and CO (b).**

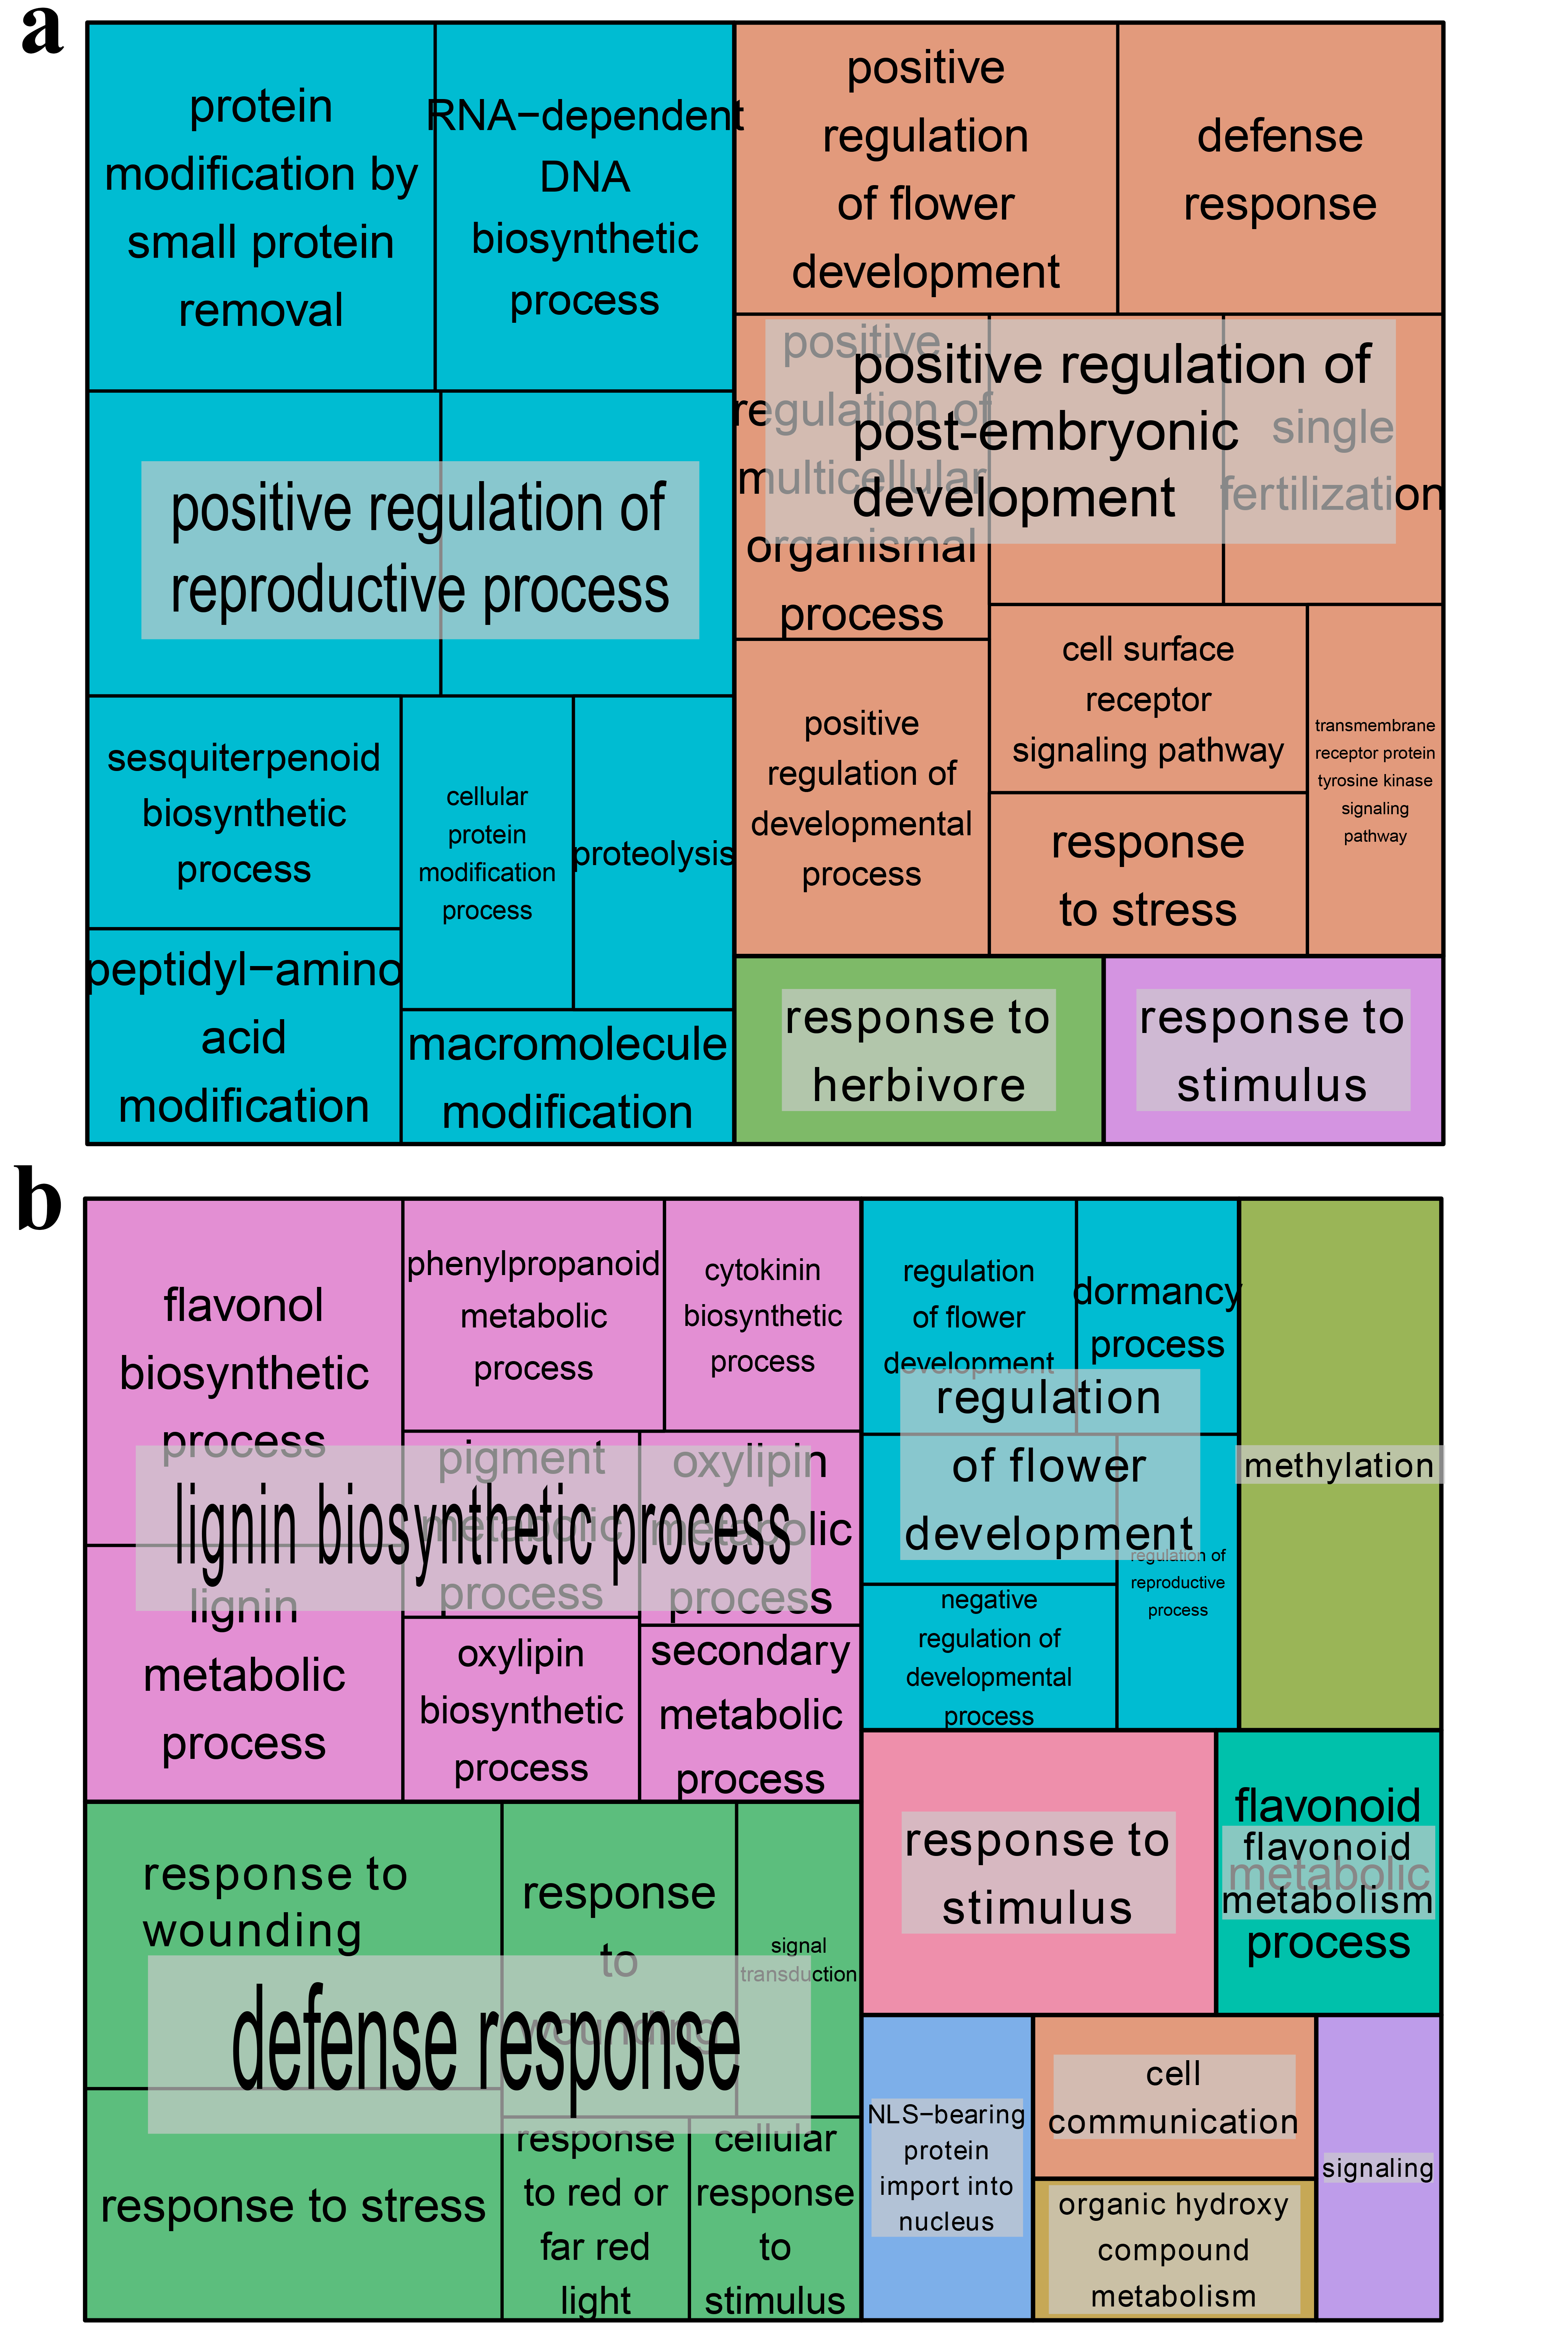

**Figure S3. The GO term (biological process) enrichment analysis of selected genes from CO (a) and VO (b).**

The enrichment results of selected genes are shown in the “TreeMap” view. Clusters are shown with different colors and rectangles. The *p*-value is used to adjust the size of the rectangles.

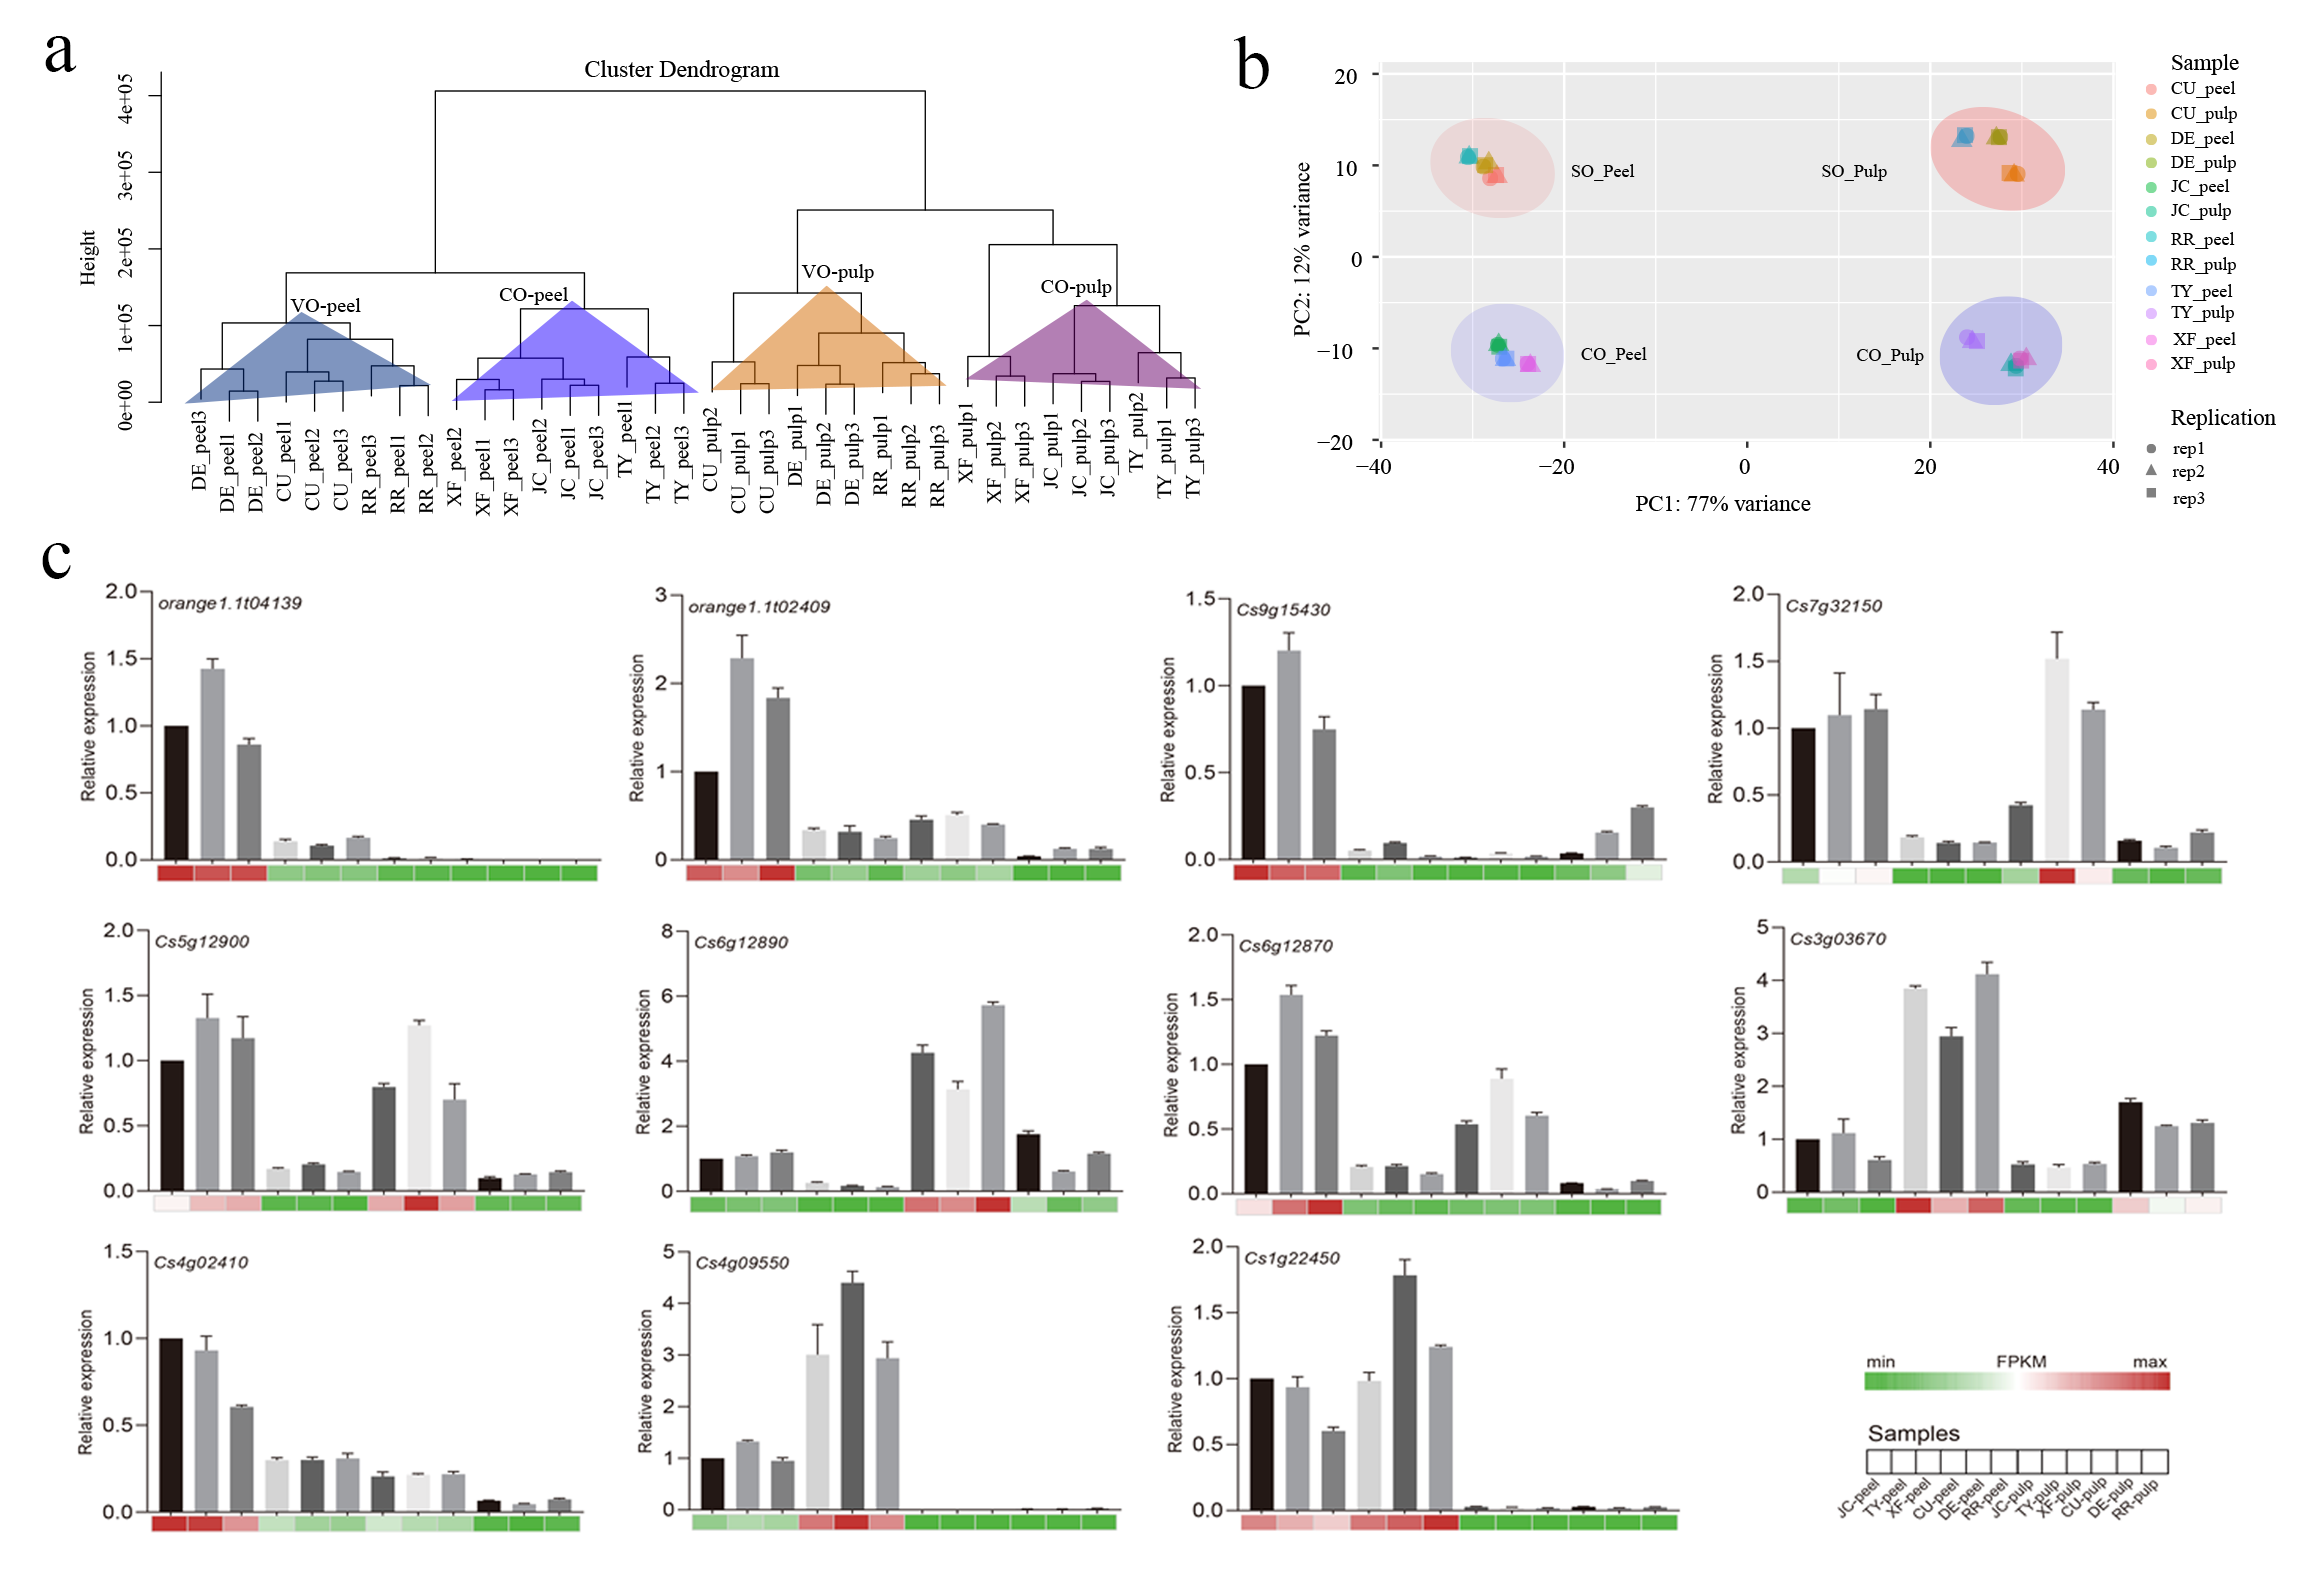

**Figure S4. Global analysis of the 36 fruit transcriptomes.**

(a) Cluster dendrogram showing global relationships between biological replicates and among different varieties and tissues. The *y*-axis is the degree of variance. (b) Principal component analysis (PCA). (c) Verification of DEGs with qRT-PCR. Below the bar graph is the gene expression pattern obtained by transcriptome sequencing. Each sample contains 4 replicates. In all figures to follow, TY means Taoye Orange, JC means Jincheng orange, XF means Xianfeng orange, CU means Cutter Valencia Orange, DE means Delta Valencia Orange, and RR means Rohde Red Valencia Orange.

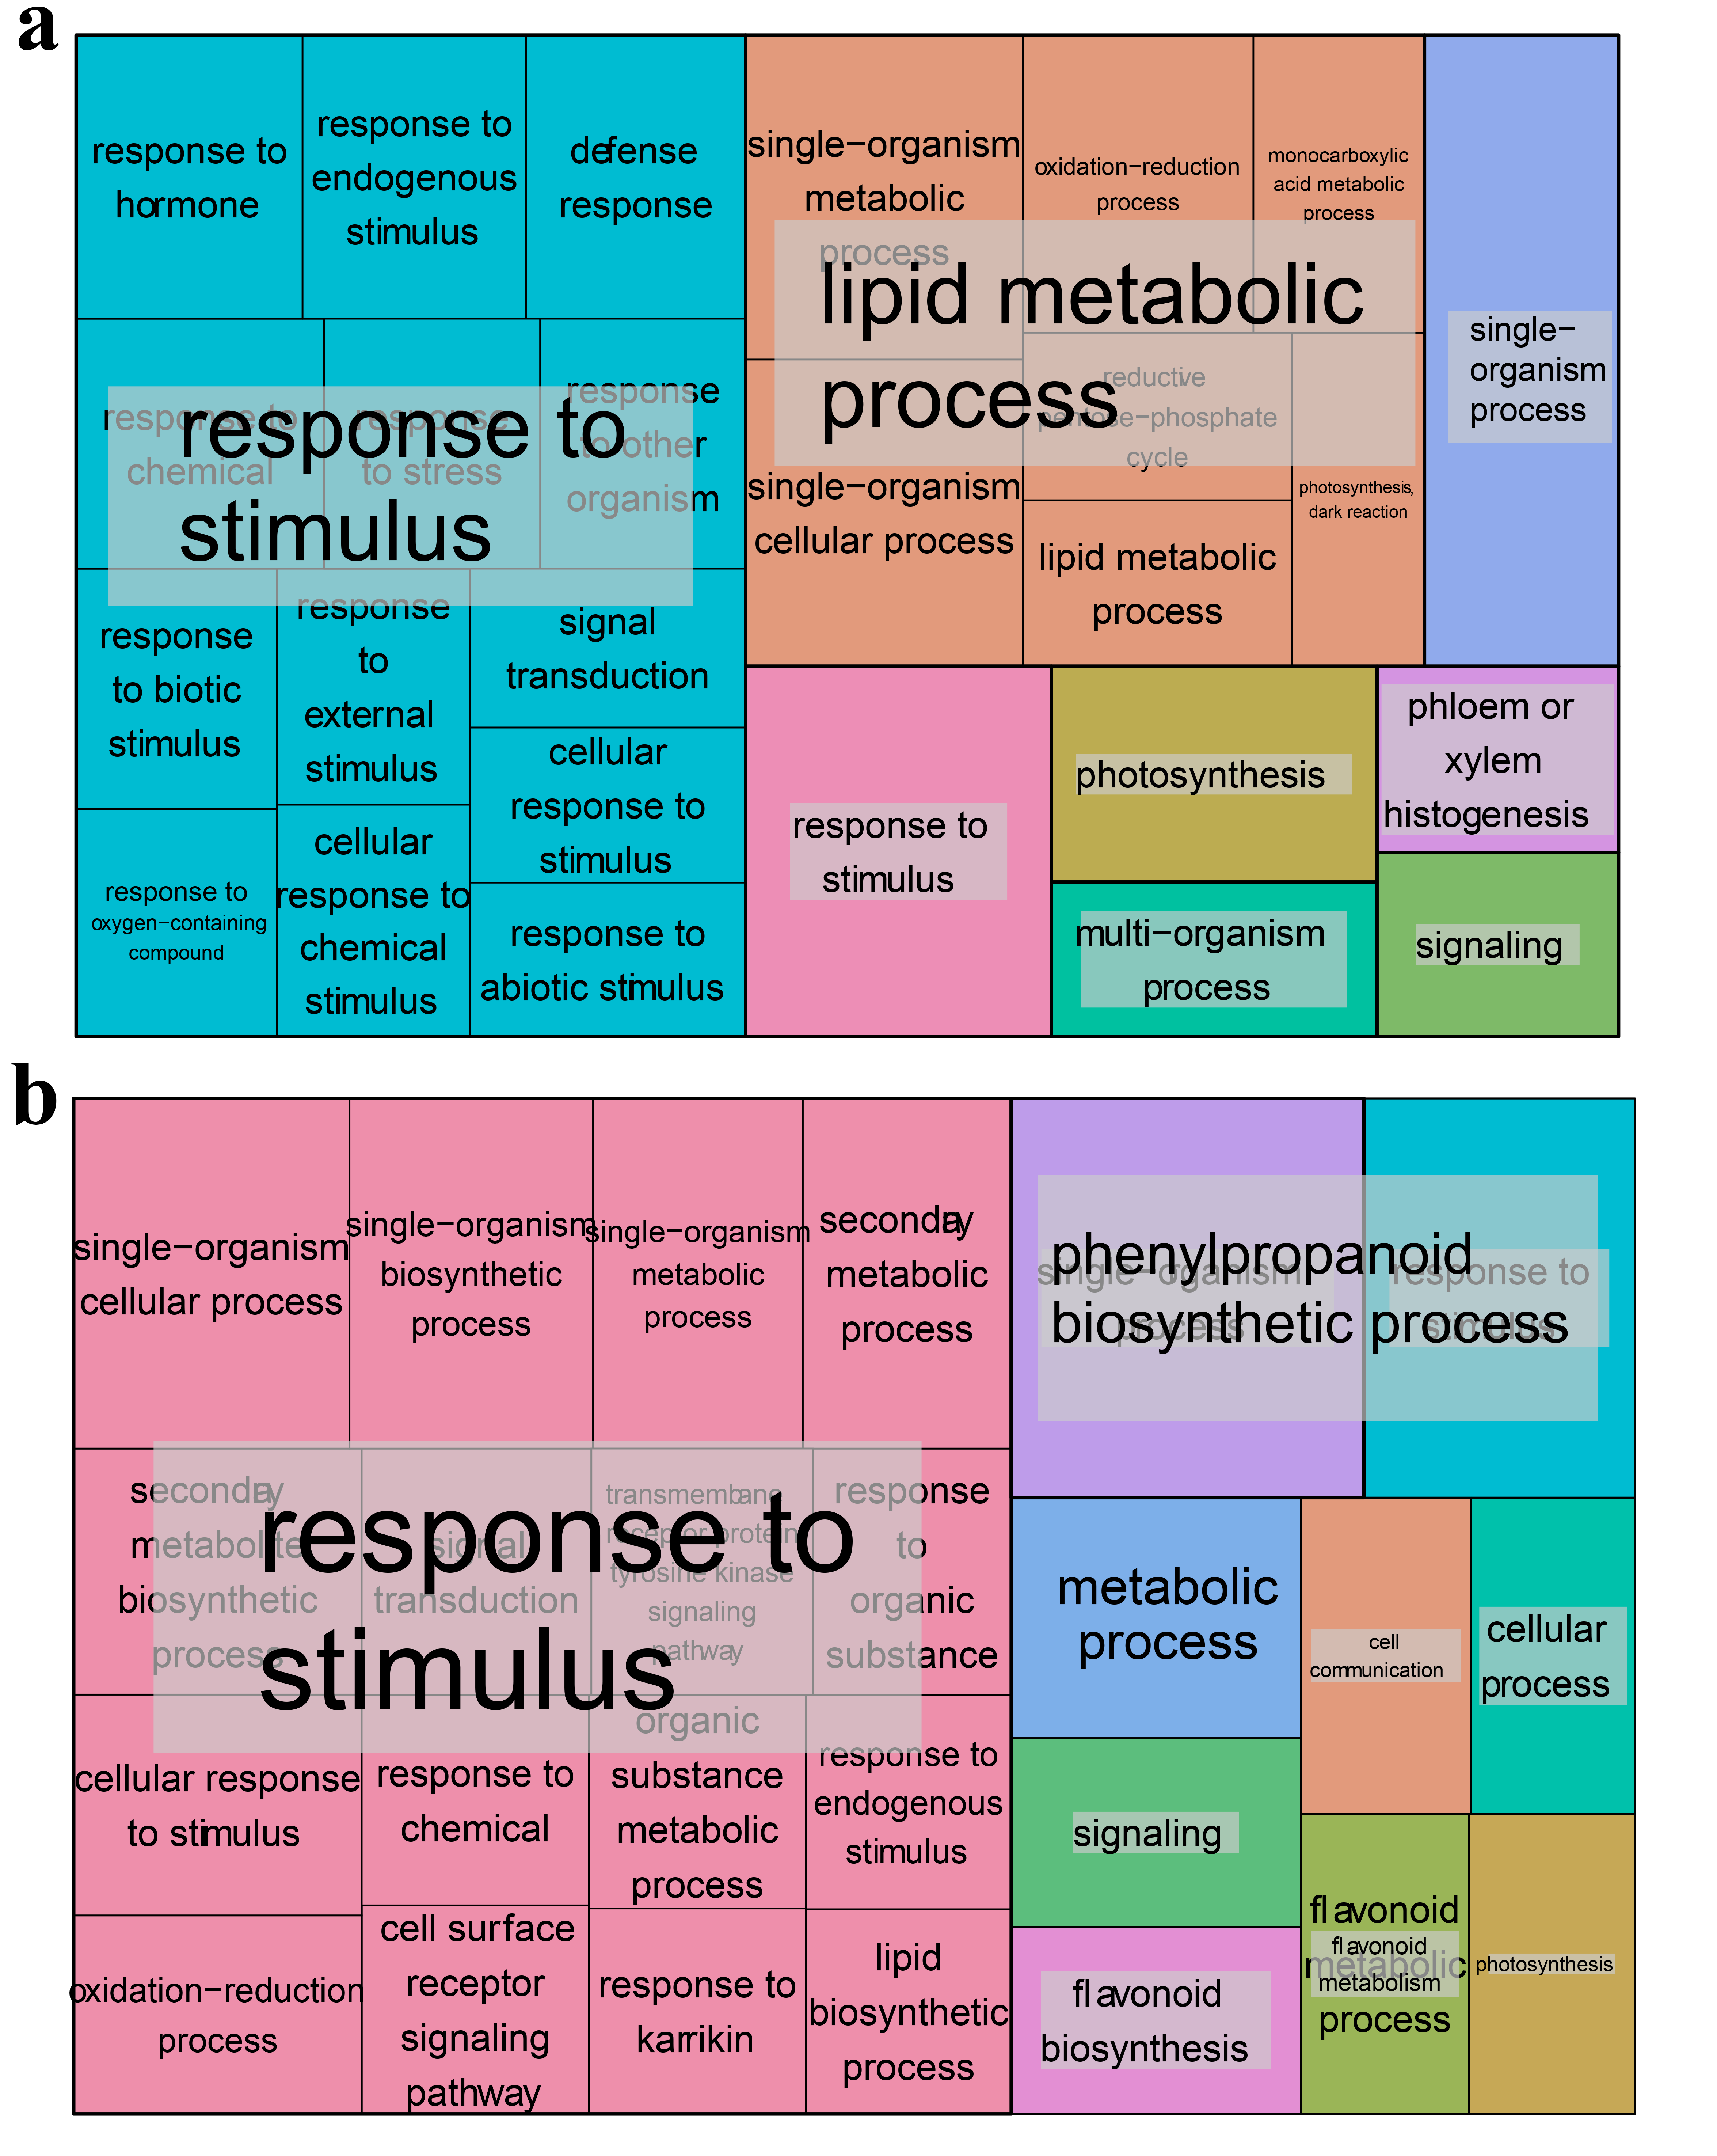

**Figure S5. The GO term (biological process) enrichment analysis of DEGs among COs and VOs identified from peel tissue (a) and pulp tissue (b).**

The enrichment results of selected genes are shown in the “TreeMap” view. Clusters are shown with different colors and rectangles. The *p*-value is used to adjust the size of the rectangles. DEG: differential expressed gene.

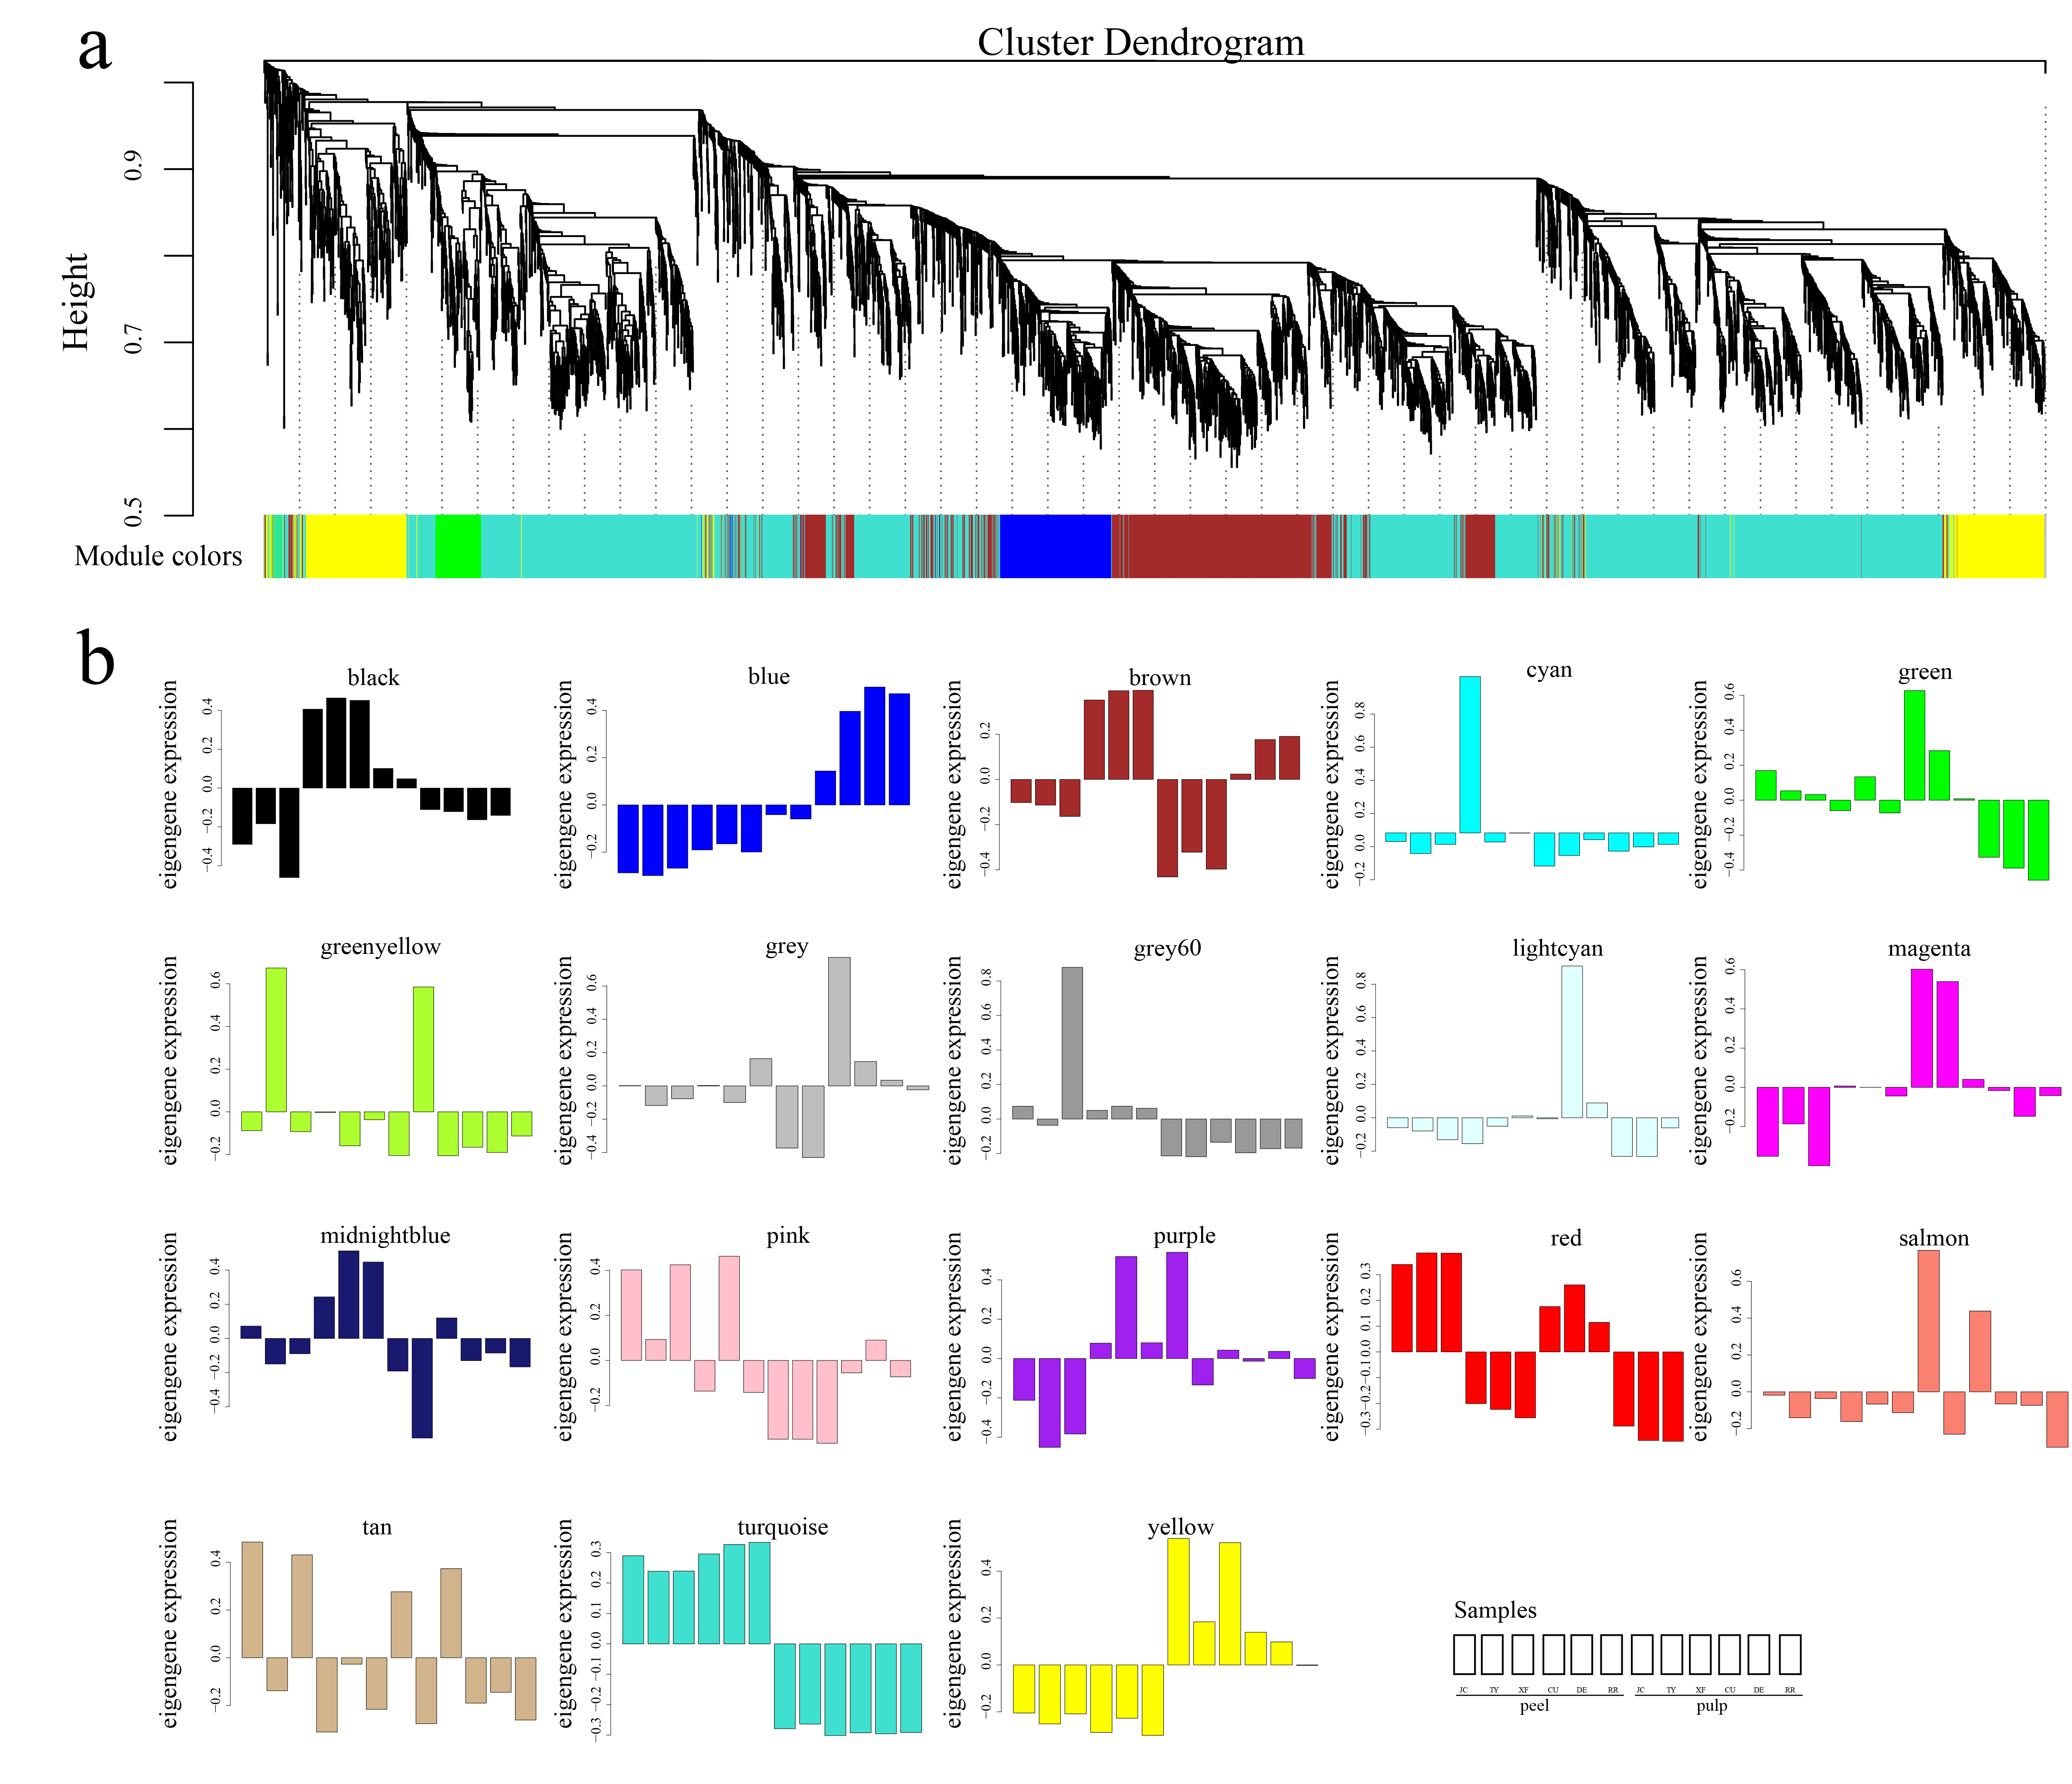

**Figure S6. Coexpression modules identified by WGCNA.**

(a) Hierarchical cluster tree showing coexpression modules. (b) Eigengene expression profiles of the coexpression modules.

**
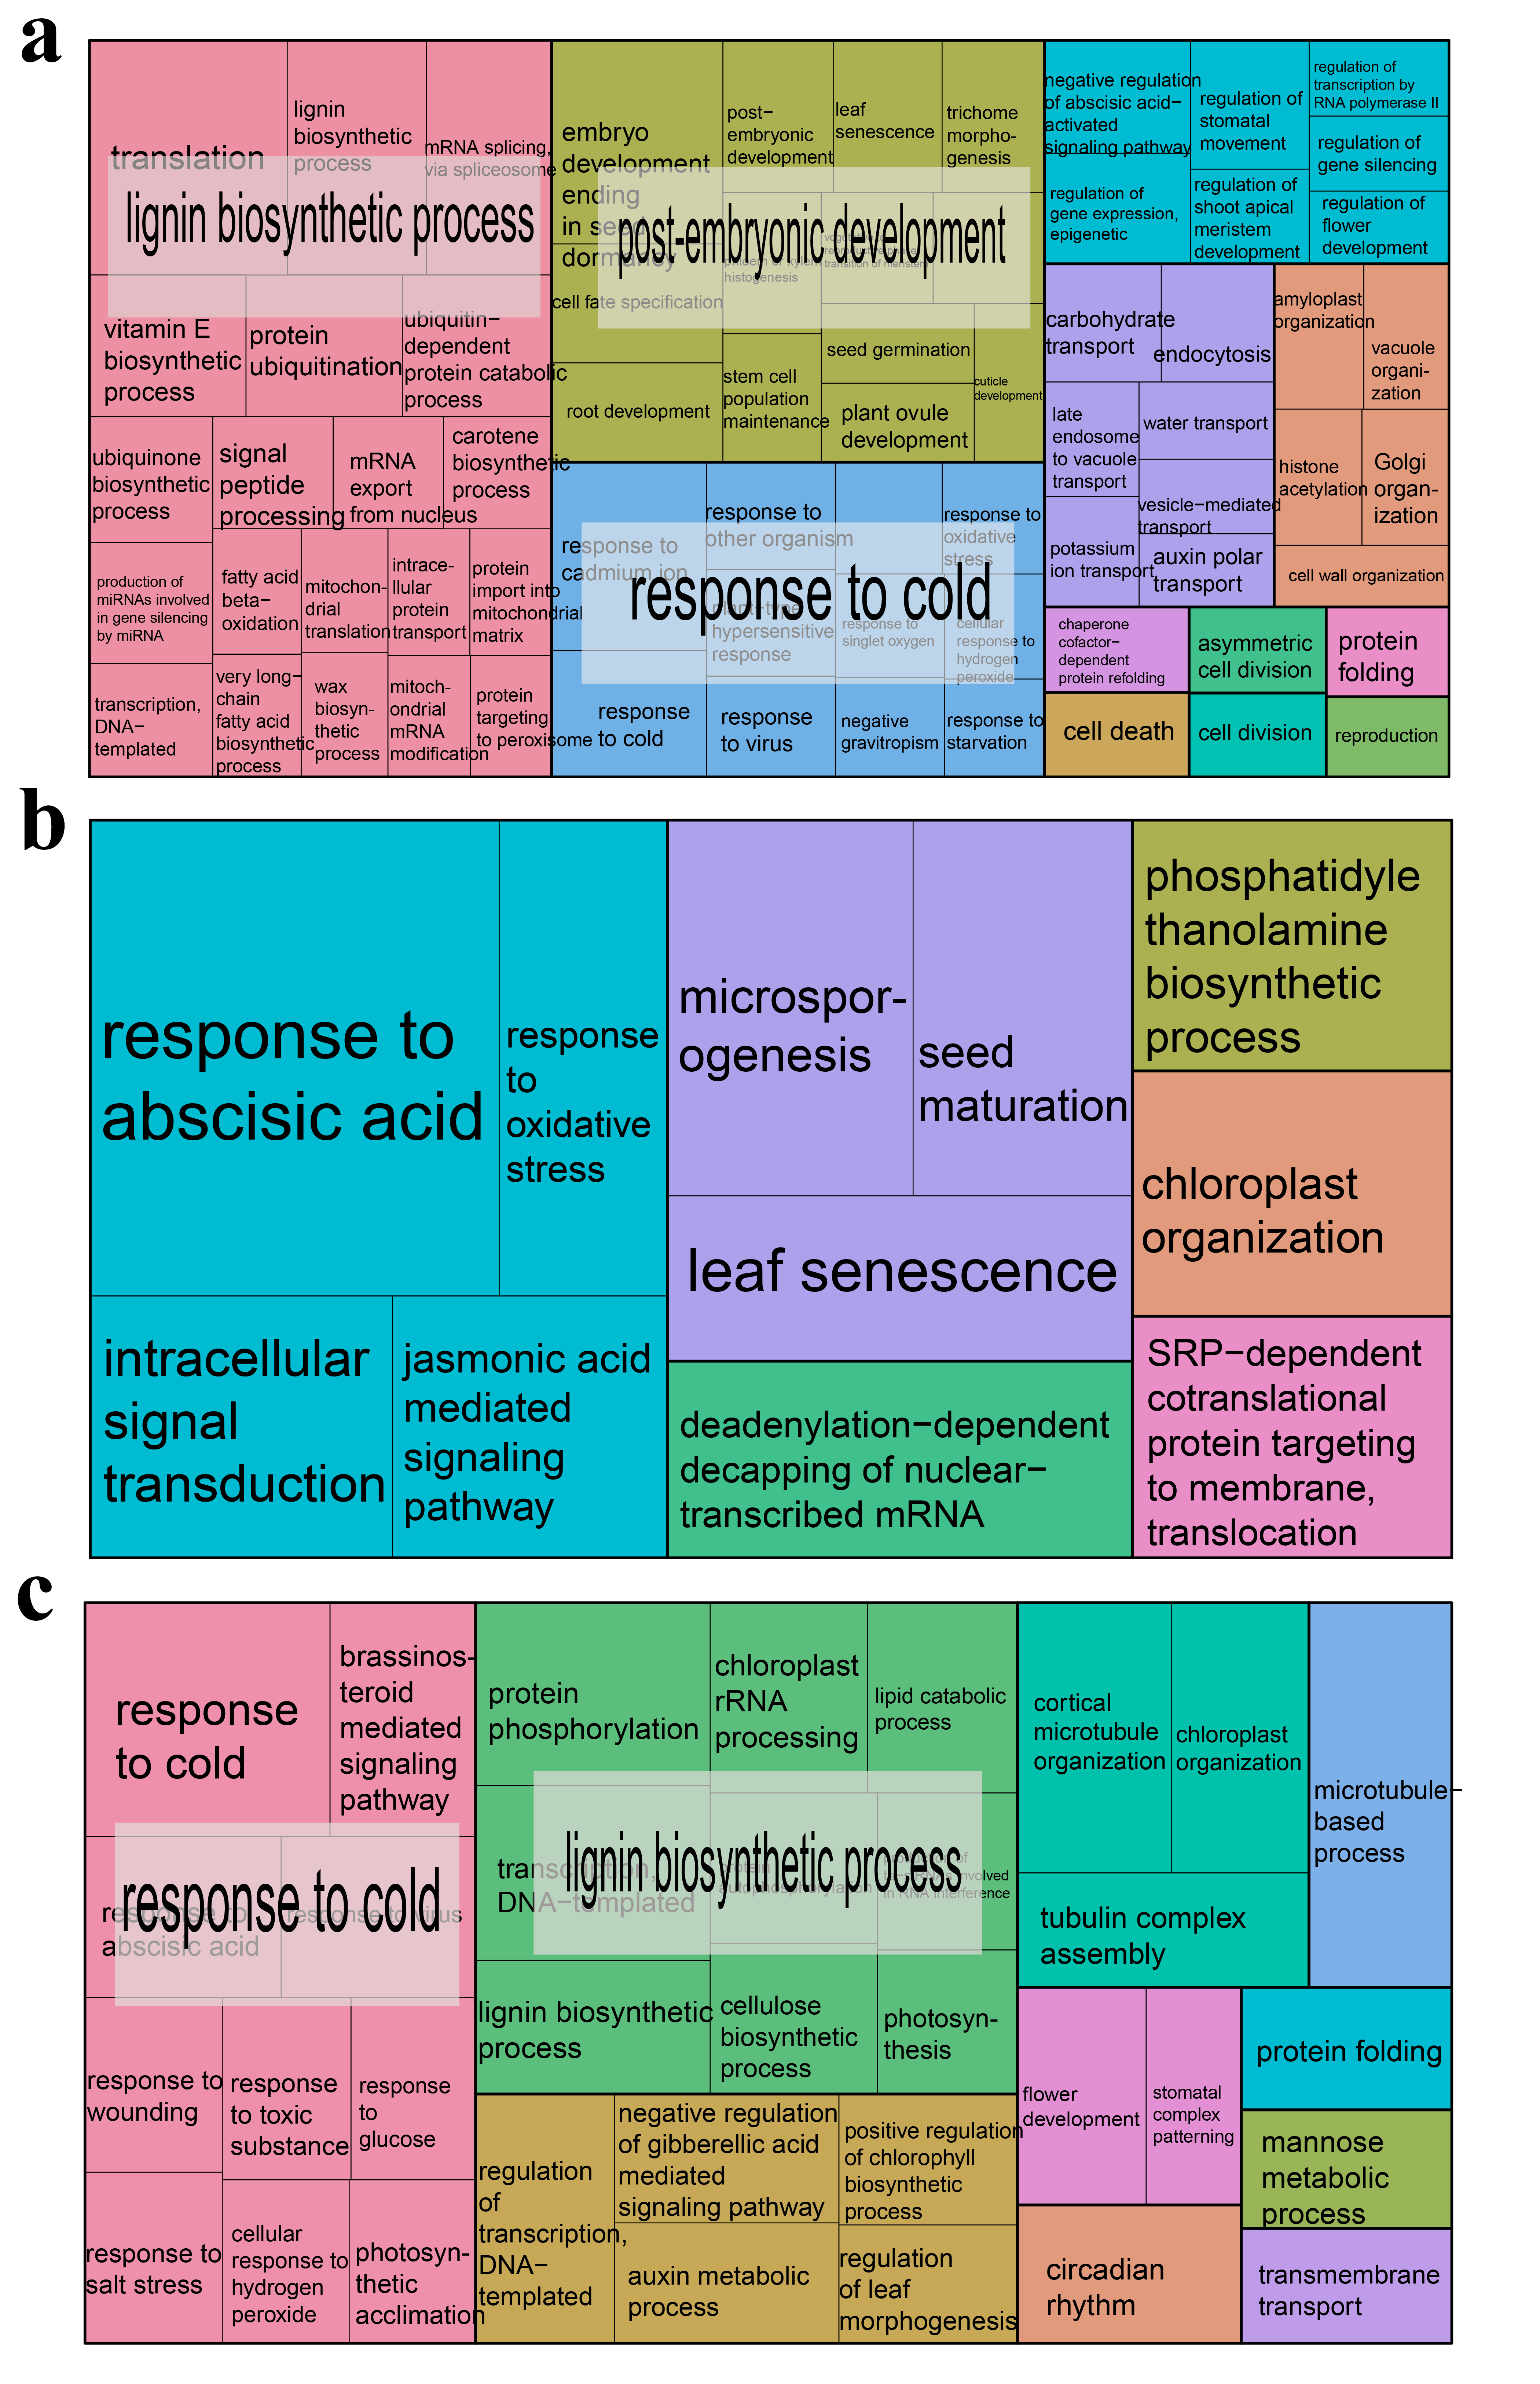
**

**Figure S7. The GO term (biological process) enrichment analysis of the genes from blue (a), red (b) and brown (c) modules.**

The enrichment results of selected genes are shown in the “TreeMap” view. Clusters are shown with different colors and rectangles. The *p*-value is used to adjust the size of the rectangles.

How the deposited data were processed for this re-analysis (not part of the article)

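RNA-seq of fruit peel and pulp at 220 DAF was analysed for 3 CO varieties (Jincheng, Taoye and Xianfeng) and 3 VO varieties (Cutter Valencia, Delta Valencia and Rohde Red Valencia), with 3 libraries per variety and tissue and 36 libraries in all. Libraries were assigned to CO and VO by the variety names, which the paper's results give for each group. In the paper's methods all 3 accession IDs given for VO are CO codes and 2 of the 3 given for CO are VO codes, and the deposited records write SO for VO. The paper gives 2 trees per biological replicate and 9 fruits per tree, while the sample records give 3 trees per replicate. According to the submitters' processing notes, reads were aligned with TopHat2 and quantified with RSEM, and differential expression was computed with DESeq (version 1.10.1). The paper names the C. sinensis genome as the reference, and the notes give no build. The deposited table holds FPKM values that were not scaled further, with a gene length and a description per gene. The descriptions are matches to proteins of other species and were used as given. The FPKM times the length fell on whole multiples of a single step per library (100% of values within 0.02 fragments), and this step gave the number of mapped fragments of each library. The paper's Table S7 gave mapped reads of 86.6% to 94.0% in CO peel, 91.6% to 93.1% in VO peel, 90.8% to 94.0% in CO pulp and 91.2% to 94.0% in VO pulp. The 10 genes with the most fragments took 4.57% to 5.24% of the mapped fragments in peel libraries and 6.49% to 7.56% in pulp libraries.

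The tests, the gene lists, the rule for named genes and most alternative settings were chosen before the data were examined, and the settings added later are named in the closing section. The wording of the searches in the gene descriptions was fixed before any test was run. Genes were kept in a tissue when the mean of at least 1 variety was 0.3 FPKM or more. Values were analysed as log2(FPKM + 0.1). For the group difference, the 3 libraries of each variety were averaged and VO was compared with CO in limma (version 3.58.1 in R 4.3.3) with a mean-variance trend and Benjamini-Hochberg adjustment over the genes kept, at an adjusted p under 0.05. With 3 varieties in each group there are 10 splits, and the smallest two-sided exact permutation p is 0.10. For the variety comparisons, each VO variety was compared with each CO variety from the libraries, and a gene was kept with an adjusted p under 0.05 and an absolute log2 fold change of at least 1 in all 9 comparisons with the same sign. In those comparisons the p-values measure the spread between libraries of a variety. The difference between tissues was tested on the pulp minus peel difference of each variety. Principal components were computed on genes with at least 0.3 FPKM in at least 3 libraries. Tables were handled with Python 3.11.15 and pandas 2.3.3, and the plot was drawn with matplotlib 3.10.9.

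Gene lists were taken from Table S8 (phenylpropanoid, PG and PME genes), from the enrichment tables of the study (pathways and modules), from Table S4 (genes in selected regions) and from words in the deposited descriptions. For each list, the measured genes that were higher, lower or not called were counted over all genes and adjusted over the list alone. Limma's camera compared the list with all other genes at a preset correlation of 0.01 and again with an estimated correlation. Fry tested whether the genes of a list moved in a single direction. Adjustment ran over the lists of the same kind in the tissue. Named genes were those the paper names by ID, up to 4 examples per list (the 2 with the highest mean FPKM and the 2 with the largest fold among those called) and the 10 largest rises and falls in each tissue among genes called in both ways with a mean of at least 1 FPKM in the higher group. Values of the genes in Table S8 had been seen in that table beforehand.

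The method was tested on simulated data made from the libraries, with 100 genes changed by a log2 fold of 1 and 100 by 2. Changed genes were drawn from those with a mean of at least 1 FPKM, and the variety spread of each gene was drawn independently. The outcome therefore does not cover genes of lower expression or genes whose spread is shared. Far fewer genes were changed than were called in the data (3740 in peel and 3358 in pulp). The Benjamini-Hochberg cut depends on that share, so the recovered and false calls do not carry over directly. In peel 68 and 94 of the changed genes were called, with 6 of 18175 unchanged genes. In pulp 73 and 93 were called, with 8 of 17022 unchanged genes. The stricter rule over all 9 comparisons recovered 3 and 96 in peel and 5 and 95 in pulp, so it misses genes whose change lies at its limit. For genes with at least 50 fragments, the spread between libraries of a variety was 1.91 to 2.55 times that of counting alone. Alternatives changed the pseudocount, the filter, the scaling, the fold limit, the replicate unit and the variety or replicate left out. DESeq2 and edgeR, set as alternatives for a table of counts, were not run, as the deposited values are FPKM, and limma's voom, chosen after the data were seen, was run on the fragments recovered from them for the 9 comparisons. Co-expression modules, lignin and pectin contents, qRT-PCR and genome resequencing were not analysed here.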

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

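The tests of other groupings of the varieties in each tissue, in all 9 comparisons and in the tissue difference between groups, the tests of peel carried into pulp and the test of vascular markers were chosen only after the result was seen.

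The difference between VO and CO was itself different in pulp and peel for 919 of 18838 genes by limma, with 526 differences higher in pulp and 393 lower. Among genes the paper names or lists, the largest was the trypsin inhibitor gene Cs9g15430, whose log2 fold change was 7.11 higher in pulp than in peel. It was 3.42 higher in pulp for the PME gene Cs2g07660, 2.58 for OMT1 (Cs5g16290), 1.94 for PAL (Cs6g11940) and 1.92 for the caffeoyl-CoA O-methyltransferase gene Cs8g05410. For the cinnamoyl-CoA reductase gene orange1.1t02754 it was 1.34, for the polygalacturonase gene Cs2g27910 0.92, and for the 4-coumarate-CoA ligase-like gene Cs3g08510 0.65. The values were -4.11 for the pectinesterase gene Cs9g14450, -2.48 for Cs9g15670, which the study lists as a CAD, -2.01 for Cs4g06890 and -1.74 for Cs6g11440, both listed as PME. Leaving out single varieties lowered the count to 40 without Xianfeng, 40 without Rohde Red Valencia, 90 without Delta Valencia, 142 without Jincheng and 309 without Cutter Valencia.

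Other ways of dividing the 6 varieties into groups of 3 number 10 with the real division, too few for a share under 0.05. In each case only 1 of the 10 divisions, the real one, reached the real count. In peel it called 3740 genes, and the highest other division called 3. In pulp it called 3358 genes, and the highest other called 2. In all 9 comparisons it gave 516 genes in peel and 652 in pulp, and the highest other gave 16 and 25. For the tissue difference between groups it gave 919, and the highest other gave 0. For the difference between pulp and peel over all varieties, 12691 genes were called, and exchanging the tissues within varieties in 32 ways gave at most 0 in the others (1 of 32). This share is under 0.05 but is the smallest that 6 varieties allow, so chance is unlikely there and not excluded.

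Photosynthesis genes were higher in VO pulp, with 26 of 41 measured genes called higher and none lower (29 higher and 1 lower adjusted over the list alone), and camera gave an adjusted p of 3.5e-10 (adjusted p = 0.24 with an estimated correlation). Peel carried into the VO pulp samples would raise all genes abundant in peel in proportion to its share, but the 26 called genes would need a median share of 30.2% of VO peel, while 19 other genes with a mean of at least 100 FPKM over CO and VO peel, and in CO at least 16 times the level of pulp in peel, needed a median of 1.26% and an upper quartile of 7.53%. This argues against whole peel as the source of the entire rise, although cuticle and epidermis markers, of which 14 of 27 were higher in peel and 6 in pulp, go the other way with 10 higher and 1 lower of 20 in VO pulp. Library scaling is argued against as well, since the mean log2 fold change of the list was 1.15 and stayed at 1.13 with libraries scaled to a common median. The later ripening of VO, whose fruits were at the coloring stage, was not tested and stays open.

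Lignin genes of the blue module were higher in VO pulp, with 7 of 17 called higher and 1 lower. The 7 genes would need a median share of 265% of VO peel, far above the upper quartile of 7.53% for the genes abundant in peel, which argues against peel carried into the pulp. More vascular or segment membrane tissue in the VO pulp samples cannot be told apart from a change within cells. The median log2 fold change of 9 markers was 1.1 (quartiles -0.38 and 1.53), which met the level set for it, 1.1, by less than the spread of the markers, a margin that was asked for only after the value was seen, and 5 of the 9 are laccases, which take part in lignin formation themselves. Outside the laccases, cellulose synthases 8, 7 and 4 had values of 1.09, 1.67 and 1.53 and a sieve element gene -1.10, none of them called. Laccase-7 and laccase-11 had -1.99 and -0.38, also uncalled. All markers except laccase-7 lay under 1 FPKM in both groups. Of the 9, 2 were called, laccase-17 (Cs6g06890) from 0.00257 to 0.398 FPKM and laccase-4 (Cs6g07800) from 0.0736 to 0.392 FPKM, the first not without Jincheng, Delta Valencia or Rohde Red Valencia (adjusted p 0.0561 to 0.0999) and the other not without any single variety other than Taoye (0.0577 to 0.125), and fruit maturity stays open here too.

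Outside the genes that the paper's text discusses were 5 genes with at least 1 FPKM in every CO variety and under 0.1 FPKM in every VO variety in both tissues, limits that were set after such genes had been seen. No gene showed the opposite. They are Cs2g01260 and Cs4g13990, without a description, a zinc finger MYM-type protein gene (Cs7g19050), an ALP1-like gene (orange1.1t02080) and a PTI1-like kinase gene (orange1.1t06003), which is in a pathway list of the paper's supplement. In peel Cs7g19050 had 118 to 287 fragments in CO libraries and 0 to 2 in VO libraries, and orange1.1t02080 had 104 to 185 and 0 to 2. Of the 10 divisions of the varieties, too few for a share under 0.05, 1 gave 5 genes and the highest other gave 0. A sequence difference between VO and CO in these genes was not tested and stays open.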

How the results depend on the processing

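The voom fit on recovered fragments and the fit without Rohde Red Valencia peel replicate 2, the library of the lowest RNA integrity, were tests chosen only after the data were seen. With voom, all 9 comparisons gave 581 genes in peel and 732 in pulp, and without that library the group difference in peel called 3696 genes. Over the alternatives, single genes kept their direction and side of the threshold in 8247 cases, lost the call in 551 and gained it in 368, and 122 uncalled values changed sign. None of the called genes reversed. Lists kept their call or lack of it in 2102 cases, lost it in 81, gained it in 66 and changed sign without a call in 61. Only 2 of 43 called lists held with an estimated correlation, against 40 with fry and 38 with the replicate block.

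The called genes in peel and pulp were 1055 and 1087 at an adjusted p under 0.01, 1298 and 1388 with an absolute log2 fold change of at least 1, 11808 and 11468 with libraries as replicates, 11770 and 11406 with the replicate block and 5756 and 5517 with duplicateCorrelation. Libraries of the same number did not resemble each other across varieties (residual correlations from -0.0491 to 0.0351 in peel, -0.0805 to 0.0779 in pulp and -0.0365 to 0.0349 between peel and pulp), so the numbers do not pair samples, and taking libraries as replicates leaves out the spread between varieties. Leaving out 1 variety gave from 1527 (without Xianfeng) to 3382 genes (without Taoye) in peel, with 1719 without Rohde Red Valencia, 2227 without Cutter Valencia and 2272 without Jincheng, and from 1320 (without Rohde Red Valencia) to 3426 (without Xianfeng) in pulp, with 1343 without Delta Valencia, 2041 without Jincheng and 2217 without Cutter Valencia, with fewer varieties in each test. With libraries scaled to a common median, the peel count was 2058 higher and 1624 lower in VO. All 9 comparisons gave 2992 and 2848 genes with no fold limit, 1047 and 1155 with a limit of log2(1.5) and 193 and 279 with a pseudocount of 1. The difference between tissues gave 1 gene at an adjusted p under 0.01, 1675 with a pseudocount of 1, 510 with 0.01, 40 (without Xianfeng or Rohde Red Valencia) to 684 (without Taoye) without 1 variety, with 90 without Delta Valencia, 142 without Jincheng and 309 without Cutter Valencia, and 552 to 581 without 1 replicate. Apart from the settings whose construction tests fewer samples or moves the threshold, the cause was not tested.

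With an estimated correlation the calls ended for brown module lignin genes in peel (mean log2 fold change 0.74, adjusted p = 0.17) and, in pulp, for blue and brown module lignin genes (1.19 and 1.77) and red module abscisic acid genes (-0.28). Calls were gained by phenylpropanoid genes in pulp with fry (0.37), PG in pulp with fry (-0.21) and with no filter (-0.28), PG in peel without Taoye (-0.34, with -0.34 to -0.0701 without any 1 variety) and PME in pulp with duplicateCorrelation (0.54). Odds ratios of genes selected in CO to be called moved in peel to 0.736 (all 9 comparisons), 0.785 (replicate block) and 0.814 (duplicateCorrelation), and in pulp to 1.13 (all 9 comparisons) and 0.255 (without Delta Valencia) to 1.17 (without Taoye) without 1 variety. Those of genes selected in VO moved in peel to 0 (all 9 comparisons, 0 of 45 genes called), 0.600 (no filter), 0.641 (replicate block), 1.03 (median-scaled), 0.685 to 1.03 without 1 replicate and 0.950 (without Taoye) to 1.53 (without Jincheng) without 1 variety (1.04 without Delta Valencia, 1.099 without Xianfeng, 1.21 without Rohde Red Valencia, 1.36 without Cutter Valencia), and in pulp to 0.707 (duplicateCorrelation), and 0.889 (without Xianfeng) to 1.98 (without Cutter Valencia) without 1 variety, with 0.964 without Taoye. For seed genes in peel, the mean log2 fold change reversed to -0.42 without Cutter Valencia, in a range up to 0.47 (without Delta Valencia), and to -0.10 without replicate 3. DESeq2 and edgeR were not run, as the deposited values are FPKM. With 3 varieties in each group, the simulated genes with a log2 change of 1 were called in 68 and 73 of 100 cases in peel and pulp. Changes of that size or below can therefore be missed. The simulation changed far fewer genes than were called in the data, so these shares do not carry over directly.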

Differences from the paper's values

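No test in this part was chosen only after the result was seen.

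The paper states that the 6 phenylpropanoid genes in regions selected in VO were upregulated in VO fruits. Of the 6, 2 were measured in each tissue and none was called by limma, with 1 higher and 1 lower in peel at an unadjusted p under 0.05 and none in pulp. Cs1g22450 was higher in VO with the replicate block in both tissues (adjusted p = 2.8e-10 in peel and 0.0016 in pulp) and with duplicateCorrelation in peel (adjusted p = 0.0010), all set before the data were examined. Cs5g19020 was lower in VO peel under the same 2 settings (adjusted p = 2.2e-07 and 0.0073). The replicate block, here and below, takes the libraries as replicates and leaves out the spread between varieties. It called most genes of each tissue, as counted above, so a call by it alone is weak evidence of a group difference.

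On the genes that the paper screened by qRT-PCR, the values here have the paper's direction in both tissues, with 4 of 4 called higher in pulp and 3 of 4 in peel. The gene not called is Cs2g10070 in peel (11.7 FPKM in CO and 24.9 FPKM in VO, adjusted p = 0.086), which was called with the replicate block (adjusted p = 1.2e-12) and with duplicateCorrelation (adjusted p = 7.8e-04).

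The paper describes 4 pectin genes as more highly expressed in COs, with Fig. 6d on pulp. All 4 had the lower mean in VO pulp, and 2 of them were called there. Cs1g12840 had a log2 fold change of -0.25 (adjusted p = 0.12) and was called in pulp with the replicate block (adjusted p = 4.6e-04). Cs4g15560 had -0.32 (adjusted p = 0.16) and was also called with the replicate block (adjusted p = 0.0011).

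At the main settings, the counts of genes differing in all 9 comparisons and of expressed genes lay within 1.5 times of the paper's, which states no thresholds for the former. The former left that range with no fold limit (2992 in peel and 2848 in pulp) and with a limit of log2(1.5) (1047 and 1155). It also left it with a pseudocount of 1 (193 and 279). Only counts were compared, and not the genes behind them.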

Other observations

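The tests of the searches in gene descriptions were planned, and no test in this part was chosen only after the result was seen.

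Some transcription factor and wall genes outside the paper's account also differed between VO and CO pulp. MYB16 (Cs6g21530), a regulator of cuticle formation, rose from 0.927 ± 0.140 to 10.3 ± 1.98 FPKM in pulp (SD, n = 3 varieties), a log2 fold change of 3.36 (standard error 0.18, adjusted p = 3.6e-04 from limma). Of 20 cuticle and epidermis genes in pulp, 10 rose and 1 fell, with a nonspecific lipid transfer protein gene (Cs6g18330) rising from 23.3 ± 7.68 to 215 ± 56.0 FPKM. The camera test of the list gave an adjusted p of 0.011 (adjusted p = 0.17 with an estimated correlation), and in peel 6 of 26 were higher and 3 lower. Of 51 NAC genes in pulp, 15 rose and 8 fell (camera adjusted p = 0.40), and the abundant NAC56 gene Cs1g06750 fell from 433 ± 67.2 to 171 ± 13.8 FPKM. MYB63 (Cs4g12760) fell in peel from 3.87 to 0.394 FPKM and in pulp from 1.04 to 0.0231 FPKM. Expansins, which loosen cell walls, went both ways in pulp, with expansin-A4 (Cs6g06530) rising from 24.6 to 141 FPKM and expansin-A1 (Cs5g10820) falling from 921 ± 262 to 458 ± 30.2 FPKM, a call lost without Cutter Valencia, Delta Valencia or Rohde Red Valencia (adjusted p 0.0509 to 0.0839).

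Single genes of gibberellin and sugar metabolism were called, while the gibberellin list passed camera in neither tissue (adjusted p = 0.47 in peel and 0.46 in pulp). The sugar list passed camera in peel (adjusted p = 0.047, and adjusted p = 0.71 with an estimated correlation) and not in pulp (adjusted p = 0.98). Gibberellin 20-oxidase 2 (orange1.1t00272), which forms the hormone, rose from 1.32 to 7.71 FPKM in peel and from 1.06 to 5.47 FPKM in pulp, and gibberellin 2-oxidase 2 (Cs9g01770), which inactivates it, fell from 0.642 to 0.0481 FPKM and from 5.33 to 0.495 FPKM. The acid invertase gene Cs5g09220, whose enzyme splits sucrose, fell in VO peel from 80.7 ± 3.48 to 24.2 ± 4.54 FPKM, and sucrose-phosphate synthase 4 (Cs5g19060) fell from 46.7 to 16.7 FPKM in peel. Of 161 ribosomal protein genes in peel, 33 were higher and none lower in VO (camera adjusted p = 7.1e-06, and adjusted p = 0.87 with an estimated correlation). For this and every other peel list, RNA integrity was lower in VO (median 9.3) than in CO (9.8). In pulp the ribosomal list did not pass (16 higher and 1 lower of 160, 1 and 0 adjusted over the list alone, camera adjusted p = 0.11). Of 42 secondary wall genes, 12 rose and none fell in peel (adjusted p = 0.019, and adjusted p = 0.71 with an estimated correlation), and 14 rose and 5 fell in pulp (adjusted p = 0.016, and adjusted p = 0.63 with an estimated correlation). Peroxidases had 5 higher and 1 lower of 18 in pulp (11 and 1 adjusted over the list alone, camera adjusted p = 0.016, and adjusted p = 0.63 with an estimated correlation) and 5 and 5 of 32 in peel (camera adjusted p = 0.86).

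The remaining lists gave these counts of genes higher and lower in VO among those measured. In peel they were 25 and 0 of 43 for photosynthesis (32 and 0 adjusted over the list alone), 5 and 17 of 66 for abscisic acid, 2 and 7 of 31 for sugar and sucrose, 3 and 9 of 44 for WRKY and 6 and 1 of 16 for vascular and segment membrane markers, all 5 past camera's threshold (adjusted p from 4.0e-09 to 0.047) and none with an estimated correlation (adjusted p from 0.53 to 0.71). The calls of abscisic acid, sugar and WRKY genes in peel ended with libraries scaled to a common median (adjusted p = 0.0548, 0.0776 and 0.0548), while their mean log2 fold changes went from -0.20 to -0.24, from -0.17 to -0.21 and from -0.19 to -0.23. In pulp WRKY genes had 2 and 7 of 33 (adjusted p = 0.020, and adjusted p = 0.63 with an estimated correlation). Lists that did not pass the test in peel were carotenoid (3 and 4 of 28), heat shock (11 and 6 of 81), laccase (1 and 1 of 8), wall loosening (7 and 3 of 44), pectin degradation (5 and 6 of 36), citrate and acid (5 and 1 of 28), terpene synthase (1 and 0 of 10), cold and drought (3 and 4 of 13), defence (7 and 3 of 39), ethylene (4 and 5 of 24), gibberellin (2 and 3 of 11), histone (2 and 1 of 25), NAC (7 and 3 of 61), MYB (8 and 10 of 71), heat stress factors (1 and 4 of 16), ethylene-responsive factors (9 and 9 of 62), squamosa promoter-binding genes (4 and 0 of 13) and seed markers (0 and 2 of 7). In pulp they were carotenoid (3 and 3 of 29), heat shock (7 and 4 of 79), laccase (2 and 0 of 7), wall loosening (4 and 6 of 28), pectin degradation (4 and 4 of 34), sugar (4 and 1 of 30), citrate (3 and 3 of 28), terpene synthase (4 and 0 of 8), cold and drought (2 and 1 of 15), defence (9 and 2 of 31), ethylene (2 and 4 of 18), abscisic acid (6 and 10 of 65), gibberellin (1 and 3 of 12), histone (1 and 1 of 23), MYB (10 and 11 of 63), heat stress factors (1 and 4 of 16), ethylene-responsive factors (11 and 6 of 55), squamosa genes (4 and 0 of 11), vascular markers (3 and 0 of 12) and seed markers (0 and 0 of 10). Vascular markers were themselves higher in peel than in pulp for 10 of 19 genes and lower for 2.

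Genes in regions that the paper reports as selected were called about as often as other genes. Of the measured genes selected in VO, 9 of 45 were called in peel (20.0% against 20.4% of other genes, odds ratio 0.978, two-sided Fisher's exact test, p = 1) and 10 of 44 in pulp (22.7% against 19.5%, odds ratio 1.21, p = 0.57). For genes selected in CO the numbers were 13 of 48 in peel (27.1% against 20.3%, odds ratio 1.46, same exact test, p = 0.28) and 8 of 47 in pulp (17.0% against 19.5%, odds ratio 0.847, p = 0.85). The adjusted p was 1 for each.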
